# Activation of mitochondrial unfolded protein response protects against multiple exogenous stressors

**DOI:** 10.26508/lsa.202101182

**Published:** 2021-09-28

**Authors:** Sonja K Soo, Annika Traa, Paige D Rudich, Meeta Mistry, Jeremy M Van Raamsdonk

## Abstract

The mitochondrial unfolded protein response (mitoUPR) is an evolutionarily conserved pathway that responds to mitochondria insults through transcriptional changes, mediated by the transcription factor ATFS-1/ATF-5, which acts to restore mitochondrial homeostasis. In this work, we characterized the role of ATFS-1 in responding to organismal stress. We found that activation of ATFS-1 is sufficient to cause up-regulation of genes involved in multiple stress response pathways including the DAF-16–mediated stress response pathway, the cytosolic unfolded protein response, the endoplasmic reticulum unfolded protein response, the SKN-1–mediated oxidative stress response pathway, the HIF-1-mediated hypoxia response pathway, the p38-mediated innate immune response pathway, and antioxidant genes. Constitutive activation of ATFS-1 increases resistance to multiple acute exogenous stressors, whereas disruption of *atfs-1* decreases stress resistance. Although ATFS-1–dependent genes are up-regulated in multiple long-lived mutants, constitutive activation of ATFS-1 decreases lifespan in wild-type animals. Overall, our work demonstrates that ATFS-1 serves a vital role in organismal survival of acute stressors through its ability to activate multiple stress response pathways but that chronic ATFS-1 activation is detrimental for longevity.

## Abstract (precis)

This work highlights the importance of the mitochondrial unfolded protein response in allowing organisms to survive external stressors through up-regulation of other stress response pathways.

## Introduction

The mitochondrial unfolded protein response (mitoUPR) is a stress response pathway that acts to reestablish mitochondrial homeostasis by inducing transcriptional changes in genes involved in the metabolism and restoration of mitochondrial protein folding (Zhao et al, 2002). Various perturbations to the mitochondria can activate mitoUPR, including disruption of mitochondrial translation, disruption of mitochondrial protein synthesis, impairment of oxidative phosphorylation, disruption of mitochondrial proteostasis, altered metabolism, defects in mitochondrial DNA, excess reactive oxygen species (ROS), disruption of protein degradation, and defects in mitochondrial import (Shpilka & Haynes, 2018). The mitoUPR is mediated by the transcription factor activating transcription factor associated with stress-1 (ATFS-1) in *Caenorhabditis elegans* (Nargund et al, 2012), and activating transcription factor 5 (ATF5) in mammals (Fiorese et al, 2016).

ATFS-1/ATF5 regulates the mitoUPR through its dual targeting domains: a mitochondrial targeting sequence (MTS) and a NLS. Under normal unstressed conditions, the MTS causes ATFS-1 to enter the mitochondria through the HAF-1 import channel. Inside the mitochondria, ATFS-1 is degraded by the protease CLPP-1/CLP1 (Nargund et al, 2012). However, when mitochondrial import or degradation of ATFS-1 is disrupted under conditions of mitochondrial stress, ATFS-1 accumulates in the cytoplasm. The NLS of the cytoplasmic ATFS-1 then targets it to the nucleus, where ATFS-1 acts with the transcription factor DVE-1 and transcriptional regulator UBL-5 to up-regulate expression of chaperones, proteases, and other proteins (Jovaisaite et al, 2014).

In order to study the role of the mitoUPR in longevity, we previously disrupted *atfs-1* in long-lived *nuo-6* mutants, which contain a point mutation that affects complex I of the electron transport chain (Yang & Hekimi, 2010b). *nuo-6* mutants have a mild impairment of mitochondrial function that leads to increased lifespan and enhanced resistance to multiple stressors. We found that loss of *atfs-1* not only decreased the lifespan of *nuo-6* worms but also abolished the increased stress resistance of these worms, thereby suggesting that ATFS-1 contributes to both longevity and stress resistance in these worms (Wu et al, 2018).

Although a role for the mitoUPR in longevity has been reported (Durieux et al, 2011; Houtkooper et al, 2013; Berendzen et al, 2016; Merkwirth et al, 2016) and debated (Bennett et al, 2014; Bennett & Kaeberlein, 2014), little is known about the role of ATFS-1 in response to exogenous stressors. Activation of ATFS-1 can increase organismal resistance to the pathogenic bacterium *Pseudomonas aeruginosa* (Pellegrino et al, 2014) and can protect against anoxia–reperfusion–induced death (Pena et al, 2016).

In this study, we use *C. elegans* to define the relationship between ATFS-1 and organismal stress resistance and to explore the underlying mechanisms. We find that activation of ATFS-1 is sufficient to up-regulate genes from multiple stress response pathways and is important for transcriptional changes induced by oxidative stress and bacterial pathogen exposure. Constitutive activation of ATFS-1 is also sufficient to increase resistance to multiple external stressors. Although ATFS-1–dependent genes are up-regulated in several long-lived mutants that are representative of multiple pathways of lifespan extension, chronic activation of ATFS-1 does not extend longevity. Overall, our results demonstrate a crucial role for ATFS-1 in organismal stress response through activation of multiple stress response pathways.

## Results

### ATFS-1 activates genes from multiple stress response pathways

Mild impairment of mitochondrial function by a mutation in *nuo-6* results in the activation of the mitoUPR. We previously performed a bioinformatics analysis of genes that are up-regulated in *nuo-6* mutants in an ATFS-1–dependent manner and discovered an enrichment of genes associated with the GO term “response to stress” (Wu et al, 2018). Based on this observation, we hypothesized that ATFS-1 may be able to activate other stress response pathways. To test this hypothesis, we quantified the expression of established target genes from eight different stress response pathways under conditions where ATFS-1 is either activated or disrupted.

For this analysis, we picked target genes that have been commonly used in the literature to represent their associated stress response pathway. These target genes included *hsp-6* in the mitochondrial unfolded protein response (mitoUPR) pathway (Yoneda et al, 2004; Dues et al, 2016); *hsp-4* in the ER unfolded protein response (ER-UPR) pathway (Urano et al, 2002; Dues et al, 2016); *hsp-16.2* in the cytoplasmic unfolded protein response pathway (cytoUPR) (Link et al, 1999; Dues et al, 2016); *sod-3* in the DAF-16–mediated stress response pathway (Honda & Honda, 1999; Dues et al, 2016); *gst-4* in the SKN-1–mediated stress response pathway (Kahn et al, 2008; Dues et al, 2016); *nhr-57* in the HIF-1–mediated hypoxia response pathway (Bishop et al, 2004; Dues et al, 2016); *Y9C9A.8* in the p38-mediated innate immunity pathway (Fletcher et al, 2019; Campos et al, 2021); and *trx-2*, an antioxidant gene (Cacho-Valadez et al, 2012) (Table S1).

Table S1 Target genes used to monitor activation of stress response pathways.

To activate ATFS-1, we used the *nuo-6* mutation. We also examined gene expression in two different gain-of-function (GOF) mutants with constitutively active ATFS-1: *atfs-1(et15)* and *atfs-1(et17)*. Both of these constitutively active ATFS-1 mutants have mutations in the MTS which increase nuclear localization of ATFS-1 (Rauthan et al, 2013). To identify ATFS-1–dependent genes, we used a loss-of-function (LOF) *atfs-1* deletion mutation (*gk3094*) to disrupt ATFS-1 function in wild-type worms and *nuo-6* mutants.

We found that compared with wild-type worms, *atfs-1(gk3094)* deletion mutants did not have decreased expression levels for the target genes of any of the stress response pathways (Fig 1). This indicates that ATFS-1 is not required for the basal expression levels of these stress response genes.

**Figure 1.**
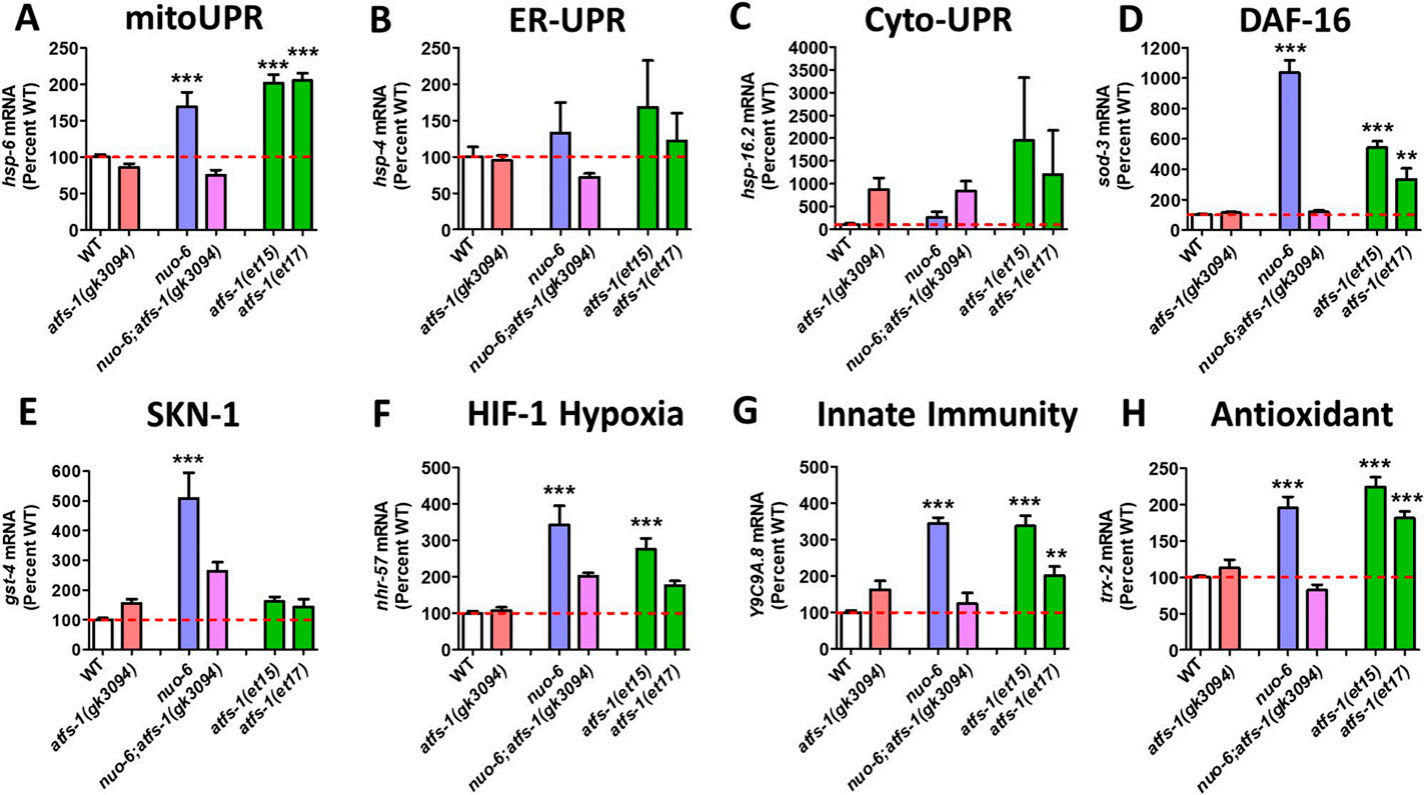
Activation of ATFS-1 up-regulates genes from multiple stress response pathways. To determine the role of ATFS-1 in the activation of genes from different stress response pathways, we activated ATFS-1 by mildly impairing mitochondrial function through a mutation in *nuo-6* (blue bars) and then examined the effect of disrupting *atfs-1* using an *atfs-1* deletion mutant *atfs-1(gk3094)* (purple bars). We also examined the expression of these genes in two constitutively active *atfs-1* mutants, *atfs-1(et15)* and *atfs-1(et17)* (green bars). **(A, B, C, D, E, F, G, H)** Target genes from the mitochondrial unfolded protein response (A, mitoUPR, *hsp-6*), the ER unfolded protein response (B, ER-UPR, *hsp-4*), the cytoplasmic unfolded protein response (C, Cyto-UPR, *hsp-16.2*), the DAF-16–mediated stress response (D, *sod-3*), SKN-1–mediated oxidative stress response (E, *gst-4*), HIF-1–mediated hypoxia response (F, *nhr-57*), p38-mediated innate immune pathway (G, *Y9C9A.8*), and antioxidant defense (H, *trx-2*) were measured. Target genes from the mitoUPR, DAF-16–mediated stress response, SKN-1–mediated oxidative stress response, HIF-1–mediated hypoxia response, p38-mediated innate immune pathway, and antioxidant defense are all significantly up-regulated in *nuo-6* mutants in an ATFS-1–dependent manner. Target genes from the mitoUPR, DAF-16–mediated stress response, HIF-1–mediated hypoxia response, p38-mediated innate immune pathway, and antioxidant defense are also up-regulated in at least one of the constitutively activated *atfs-1* mutants. In contrast, activation of ATFS-1 by *nuo-6* mutation or *atfs-1* gain-of-function mutations did not significantly affect target gene expression for the ER-UPR or the Cyto-UPR. *atfs-1(gk3094)* is a loss-of-function deletion mutant. *atfs-1(et15)* and *atfs-1(et17)* are constitutively active gain-of-function mutants. A full list of genes that are up-regulated by ATFS-1 activation can be found in Table S2. Data information: Error bars indicate SEM. **P < 0.01, ***P < 0.001. Statistical analysis was performed using a one-way ANOVA with the Bonferroni post hoc test. The number of replicates and statistical analysis can be found in Table S6.

Activation of the mitoUPR through mutation of *nuo-6* resulted in significant up-regulation of target genes from the mitoUPR (*hsp-6*; Fig 1A), the DAF-16–mediated stress response (*sod-3*; Fig 1D), the SKN-1–mediated oxidative stress response (*gst-4*; Fig 1E), the HIF-1–mediated hypoxia response (*nhr-57*; Fig 1F), the p38-mediated innate immunity pathway (*Y9C9A.8*; Fig 1G), and antioxidant defense (*trx-2*; Fig 1H). Importantly, for all of these genes, inhibiting the mitoUPR through disruption of *atfs-1* prevented the up-regulation of the stress response in *nuo-6;atfs-1(gk3094)* worms (Fig 1A and D–H), indicating that ATFS-1 is required for the activation of these stress pathway genes during mitochondrial stress.

Constitutive activation of ATFS-1 in *atfs-1(et15)* mutants resulted in up-regulation of the majority of the target genes up-regulated in *nuo-6* mutants, except for the SKN-1 target gene *gst-4* (Fig 1A and D–H). Similarly, constitutively active *atfs-1(et17)* mutants result in significant up-regulation of *hsp-6*, *sod-3*, *Y9C9A.8*, and *trx-2* and a nonsignificant 77% increase in *nhr-57* expression (Fig 1). This indicates that ATFS-1 activation is sufficient to induce up-regulation of specific stress response genes independent of mitochondrial stress. Activating the mitoUPR through the *nuo-6* mutation or through the constitutively active ATFS-1 mutants did not significantly increase the expression of the ER-UPR target gene *hsp-4* (Fig 1B) or the cyto-UPR target gene *hsp-16.2* (Fig 1C). However, both the *nuo-6* mutant and the constitutively active ATFS-1 mutants had a 2.5- to 19.5-fold increase in *hsp-16.2* levels, which failed to reach significance due to variability between replicates, and the fact that *hsp-16.2* expression levels can be increased up to 60-fold.

As only one gene was examined per stress response pathway, it is possible that different target genes may yield a different result. In addition, some of the stress response genes that we examined are not exclusively activated by the pathway that they are frequently used to represent. For example, *gst-4* is an antioxidant gene that is commonly used as a readout of SKN-1 activity but can also be activated by DAF-16 and the mitoUPR (see Table S3 for lists of genes that are up-regulated by activation of different stress response pathways).

Table S2 Genes activated by mitochondrial unfolded protein response in an ATFS-1-dependent manner.

Table S3 Genes upregulated by activation of stress response pathways.

To circumvent these potential limitations and to gain a more comprehensive view of the extent to which mitoUPR activation causes up-regulation of genes in other stress response pathways, we compared genes up-regulated in the constitutively active *atfs-1* mutant, *atfs-1(et15)*, with genes up-regulated by activation of different stress response pathways. As a proof of principle, we first examined the overlap between up-regulated genes in *atfs-1(et15)* mutants and genes up-regulated by activation of the mitoUPR with *spg-7* RNAi in an ATFS-1–dependent manner (Nargund et al, 2012).

We identified genes up-regulated by the activation of other stress response pathways from published gene expression studies. The genes and relevant pathways are listed in Table S3. ER-UPR pathway target genes were defined as genes up-regulated by tunicamycin exposure and dependent on *ire-1*, *xbp-1*, *pek-1*, or *atf-6* (Shen et al, 2005b). Cyto-UPR pathway genes are genes up-regulated by overexpression of heat shock factor 1 (HSF-1) and genes bound by HSF-1 after a 30-min heat shock at 34°C (Li et al, 2016; Sural et al, 2019). DAF-16 pathway genes were identified by Tepper et al by performing a meta-analysis of 46 previous gene expression studies, comparing conditions in which DAF-16 is activated (e.g., *daf-2* mutants) and conditions in which the activation is inhibited by disruption of *daf-16* (e.g., *daf-2;daf-16* mutants) (Tepper et al, 2013). SKN-1 pathway genes were identified as genes that exhibit decreased expression in wild-type worms treated with *skn-1* RNAi, genes that are up-regulated in *glp-1* mutants in an SKN-1–dependent manner, genes that are up-regulated by germ line stem cell removal in an SKN-1–dependent manner (Steinbaugh et al, 2015), and genes up-regulated in *daf-2* mutants in an SKN-1–dependent manner (Ewald et al, 2015). HIF-1–mediated hypoxia genes are genes induced by hypoxia in an HIF-1–dependent manner (Shen et al, 2005a). Innate immunity genes are defined as genes up-regulated by exposure to *P. aeruginosa* strain PA14 in a PMK-1– and ATF-7–dependent manner (Fletcher et al, 2019), where PMK-1 and ATF-7 are part of the p38-mediated innate immune signaling pathway. Finally, antioxidant genes include a comprehensive list of genes involved in antioxidant defense such as superoxide dismutases (*sod*), catalases (*ctl*), peroxiredoxins (*prdx*), or thioredoxins (*trx*).

In comparing genes up-regulated in the constitutively active *atfs-1* mutant *et15* with the previously published gene lists, we found that 51% of genes up-regulated by *spg-7* RNAi in an ATFS-1–dependent manner are also up-regulated by constitutive activation of ATFS-1 (Fig 2A). Similarly, there was a highly significant overlap of up-regulated genes between *atfs-1(et15)* mutants and each of the other stress response pathways*. atfs-1(et15)* had a 25% overlap with genes of the ER-UPR pathway (Fig 2B); 22% overlap with genes of the Cyto-UPR pathway (Fig 2C); 26% overlap with genes of the DAF-16–mediated stress response pathway (Fig 2D); 30% overlap with genes of the SKN-1–mediated oxidative stress response pathway (Fig 2E); 23% overlap with genes of the HIF-1–mediated hypoxia response pathway (Fig 2F); 22% overlap with genes of the p38-mediated innate immunity pathway (Fig 2G); and 33% overlap with antioxidant genes (Fig 2H). Combined, this indicates that activation of ATFS-1 is sufficient to up-regulate target genes in multiple stress response pathways.

**Figure 2.**
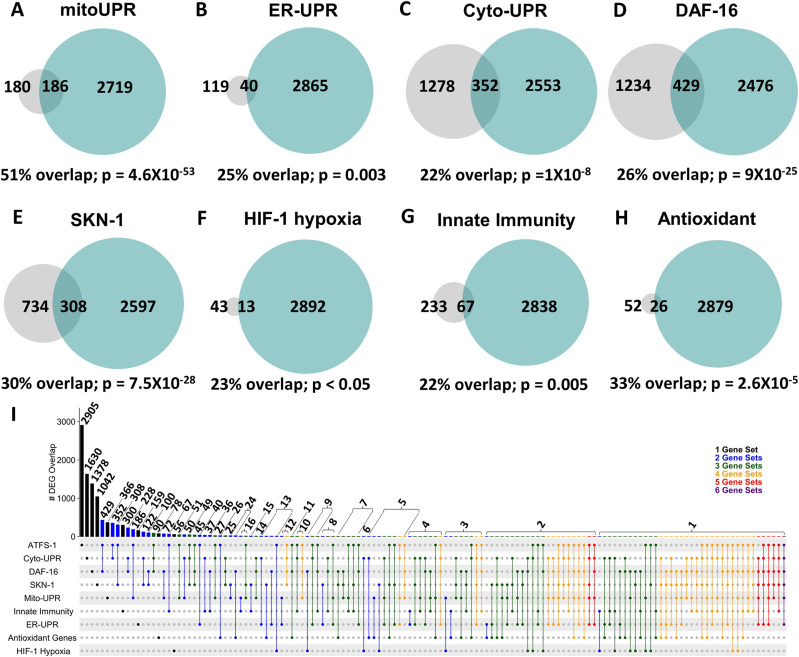
Constitutive activation of ATFS-1 results in up-regulation of genes from multiple stress response pathways. **(A, B, C, D, E, F, G, H)** Genes that are up-regulated by constitutive activation of ATFS-1 were compared with previously published lists of genes involved in different stress response pathways, including the mitochondrial unfolded protein response (A, mitoUPR), the ER unfolded protein response (B, ER-UPR), the cytoplasmic unfolded protein response (C, Cyto-UPR), the DAF-16–mediated stress response (D), the SKN-1–mediated oxidative stress response (E), the HIF-1–mediated hypoxia response (F), the p38-mediated innate immune response (G), and antioxidant genes (H). In every case, there was a significant degree of overlap ranging from 22 to 51%. Grey circles indicate genes that are up-regulated by activation of the stress response pathway indicated. Turquoise circles indicate genes that are up-regulated in the *atfs-1(et15)* constitutively active gain-of-function mutant. The numbers inside the circles show how many genes are up-regulated. The percentage overlap is the number of overlapping genes as a percentage of the number of genes up-regulated by the stress response pathway. *P*-values indicate the significance of the difference between the observed number of overlapping genes between the two gene sets, and the expected number of overlapping genes if the genes were picked at random. Panel **(I)** shows an inclusive UpSetR plot displaying the overlap between up-regulated genes associated with each stress response pathway. Vertical bars indicate the number of genes in common (overlap) between gene sets indicated by the dots below. Horizontal black bars indicate the number of genes within each gene set. mitoUPR, mitochondrial unfolded protein response; ER-UPR, endoplasmic reticulum unfolded protein response; Cyto-UPR, cytoplasmic unfolded protein response; DAF-16, DAF-16–mediated stress response pathway; SKN-1, SKN-1–mediated oxidative stress response pathway; HIF-1, HIF-1–mediated hypoxia response pathway; innate immunity, p38-mediated innate immunity pathway; antioxidant, antioxidant genes. Stress pathway gene lists and sources can be found in Table S3. Lists of genes common to multiple stress response pathways can be found in Table S4.

To determine the extent to which genes common to multiple stress response pathways are up-regulated by ATFS-1 activation, we generated an UpSetR plot to simultaneously compare the overlaps between all of these gene sets. We found that there are many genes that can be up-regulated by activation of different stress response pathways (Figs 2I and S1A and B and Table S4). In addition, there are multiple genes that are up-regulated by ATFS-1 activation and independent of other stress response pathways (Table S4).

**Figure S1.**
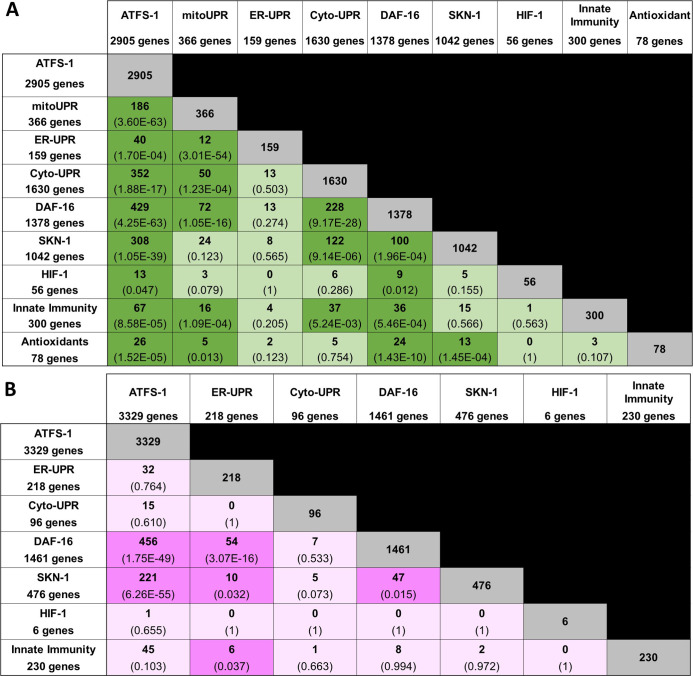
Overlap in gene expression between different stress response pathways. **(A, B)** Panel (A) shows up-regulated genes; panel (B) shows down-regulated genes. The number of overlapping genes is indicated in each box along with the statistical significance of this overlap (*P*-value in brackets). The size of each gene set is indicated in the first column and row. ATFS-1, genes up-regulated by activation of ATFS-1 (genes up-regulated in *atfs-1(et15)* mutant); mitoUPR, mitochondrial unfolded protein response (genes up-regulated by *spg-7* RNAi in an *atfs-1*–dependent manner); ER-UPR, endoplasmic reticulum unfolded protein response; Cyto-UPR, cytoplasmic unfolded protein response; DAF-16, DAF-16–mediated stress response pathway; SKN-1, SKN-1–mediated oxidative stress response pathway; HIF-1, HIF-1–mediated hypoxia response pathway; innate immunity, p38-mediated innate immunity pathway; antioxidant, antioxidant genes. Stress pathway gene lists and sources can be found in Table S3. Lists of genes common to multiple stress response pathways can be found in Table S4.

Table S4 Genes upregulated by multiple stress response pathways.

### ATFS-1 can bind to the same promoter as other stress-responsive transcription factors

The fact that ATFS-1 activation results in the up-regulation of the same genes as activation of other stress response pathways does not imply direct regulation of these genes by either transcription factor. ATFS-1 could modulate these genes either directly by binding to promoter or enhancer elements, or indirectly by acting on other transcription factors or altering metabolism or physiology. To gain insights into the mechanism of regulation, we sought to determine if ATFS-1 can bind to the same genes as other stress-responsive transcription factors. We compared previously published chromatin immunoprecipitation sequencing (ChIP-seq) experiments involving ATFS-1 (Nargund et al, 2015), HSF-1 (Kovacs et al, 2019), DAF-16 (Kumar et al, 2015; Webb et al, 2016), SKN-1 (Niu et al, 2011), HIF-1 (Kudron et al, 2018), and ATF-7 (Fletcher et al, 2019).

We found that ATFS-1 can bind to several of the same genes as other stress-responsive transcription factors (Fig S2). The degree of overlap ranged from 16% for HSF-1 to 61% for HIF-1. This suggests that ATFS-1 can directly regulate these genes. However, indirect regulation of gene expression could also contribute to the overlap in gene expression observed in Fig 2. It is important to note that these ChIP-seq experiments were performed under different conditions (e.g., ATFS-1 was examined in response to *spg-7* RNAi and ATF-7 was examined in response to bacterial pathogen exposure). If these experiments were performed under the same conditions, the degree of overlap could be different from that under these specific conditions.

**Figure S2.**
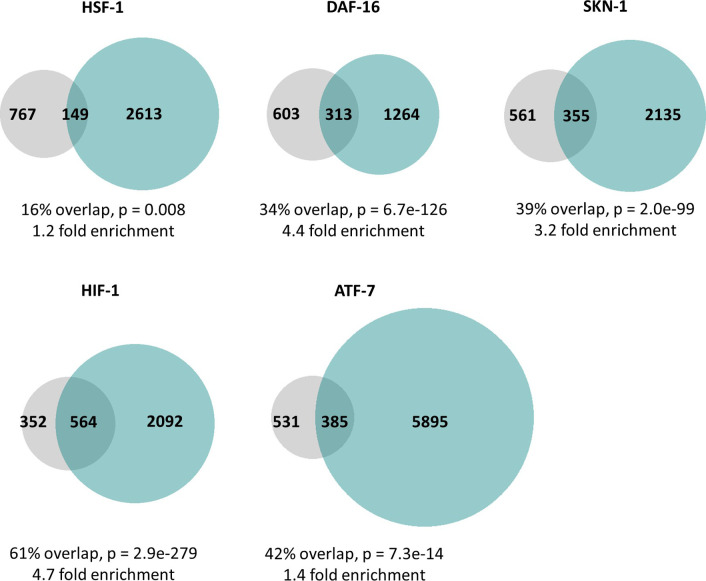
ATFS-1 can bind to the same promoters as other stress-responsive transcription factors. In order to better understand the mechanisms underlying the overlap in gene expression changes between constitutively active *atfs-1* mutants and other stress response pathways, we used previously published ChIP-seq datasets to determine if ATFS-1 can bind to the same genes other stress-responsive transcription factors including HSF-1 (cytoplasmic unfolded protein response), DAF-16 (DAF-16–mediated stress response), SKN-1 (SKN-1–mediated oxidative stress response), HIF-1 (HIF-1–mediated hypoxia response), and ATF-7 (p38-mediated innate immune response). In every case, we found that there were a set of genes that could be bound by both ATFS-1 and the stress-responsive transcription factor, and the number of genes in this overlapping set was significantly larger than if the genes were picked at random. The degree of enrichment compared with the expected number of genes in the overlap ranged from 1.2-fold to 4.7-fold enrichment. Grey circles indicate genes bound by ATFS-1. Turquoise circles indicate genes bound by the stress-responsive transcription factor indicated. The percentage overlap is the number of overlapping genes as a percentage of the number of genes bound by ATFS-1. *P*-values indicate the significance of the difference between the observed number of overlapping genes between the two gene sets, and the expected number of overlapping genes if the genes were picked at random.

### ATFS-1 is required for transcriptional responses to exogenous stressors

Having shown that constitutive activation of ATFS-1 can induce up-regulation of genes involved in various stress response pathways, we next sought to determine the role of ATFS-1 in the genetic response to different stressors. To do this, we exposed wild-type animals and *atfs-1(gk3094)* LOF mutants to six different external stressors and quantified the resulting up-regulation of stress response genes using quantitative RT-PCR (qPCR). The examined stress response genes were the established target genes of the stress response pathways that we examined in Fig 1 and genes that we previously identified as up-regulated by specific stressors using fluorescent reporter strains (Dues et al, 2016). These genes included *hsp-6*, *hsp-4*, *hsp-16.2*, *sod-3*, *gst-4*, *nhr-57*, *Y9C9A.8*, *trx-2*, *ckb-2*, *gcs-1*, *sod-5*, *T24B8.5/sysm-1*, *clec-67*, and *dod-22*. We found that exposure to either oxidative stress (4 mM paraquat, 48 h) or the bacterial pathogen *P. aeruginosa* strain PA14 induced a significant up-regulation of stress response genes in wild-type worms, which was suppressed by disruption of *atfs-1* (Figs 3A and B, S3, and S4). In contrast, exposure to heat stress (35°C, 2 h; Figs 3C and S5), osmotic stress (300 mM NaCl, 24 h; Figs 3D and S6), anoxic stress (24 h; Figs 3E and S7), or ER stress (tunicamycin for 24 h; Figs 3F and S8) caused up-regulation of stress response genes in both wild-type and *atfs-1(gk3094)* worms to a similar extent, or to a greater extent in *atfs-1* deletion mutants. Combined, these results indicate that ATFS-1 is required for up-regulating stress response genes in response to exposure to oxidative stress or bacterial pathogens. Although we did not observe evidence for a role of ATFS-1 in up-regulating stress response genes following exposure to other stressors, it is possible that there are genes that we did not examine that are up-regulated by the other four stressors in an ATFS-1–dependent manner.

**Figure 3.**
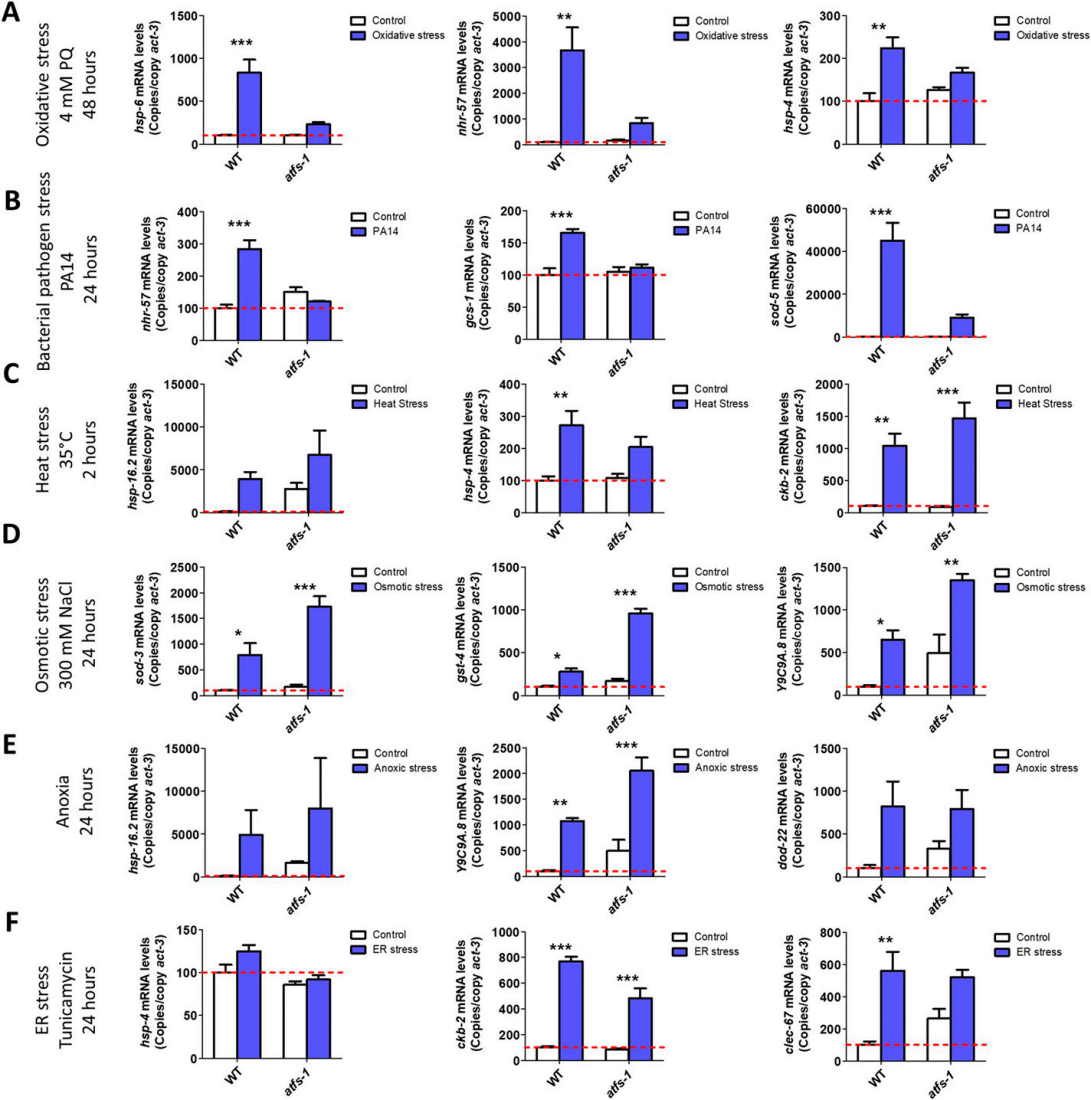
ATFS-1 is required for up-regulation of stress response genes after exposure to oxidative stress or bacterial pathogen stress. To determine the role of ATFS-1 in responding to different types of stress, we compared the up-regulation of stress response genes in wild-type and *atfs-1(gk3094)* loss-of-function deletion mutants after exposure to different stressors. **(A)** Exposure to oxidative stress (4 mM paraquat, 48 h) caused a significant up-regulation of *hsp-6*, *nhr-57*, and *trx-2* in wild-type worms that was prevented by the disruption of *atfs-1*. **(B)** Exposure to bacterial pathogen stress (PA14, 24 h) resulted in an up-regulation of *nhr-57*, *gcs-1* and *sod-5* in wild-type worms that was prevented by the *atfs-1* deletion. **(C)** Exposure to heat stress (35°C, 2 h) caused increased expression of *ckb-2* and a trend towards increased expression of *hsp-16.2* and *hsp-4* in both wild-type and *atfs-1* worms. **(D)** Exposure to osmotic stress (300 mM, 24 h) caused an up-regulation of *sod-3*, *gst-4*, and *Y9C9A.8* in wild-type worms and to a greater magnitude in *atfs-1* mutants. **(E)** Anoxia (24 h) resulted in the up-regulation of *hsp-16.2*, *Y9C9A.8*, and *dod-22* in both wild-type and *atfs-1* worms. **(F)** Exposing worms to ER stress (5 μg/ml tunicamycin, 24 h) increased the expression of *ckb-2* and trended towards increasing the expression of *clec-67* in both wild-type and *atfs-1* worms. Data information: Error bars indicate SEM. *P < 0.05, **P < 0.01, ***P < 0.001. Statistical analysis was performed using a two-way ANOVA with a Bonferroni post hoc test. The number of replicates and statistical analysis can be found in Table S6.

**Figure S3.**
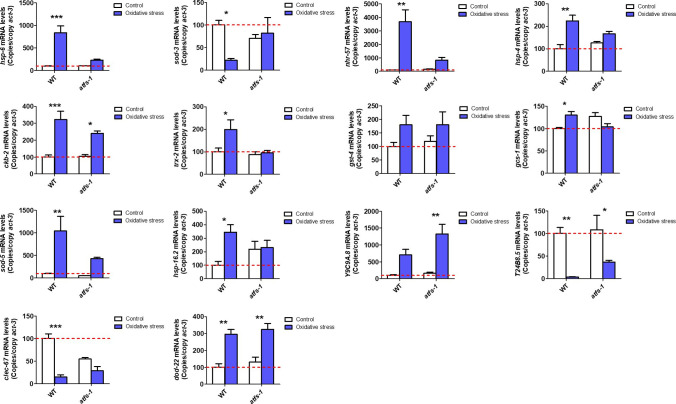
ATFS-1 is required for up-regulation of stress response genes after exposure to oxidative stress. To determine the role of ATFS-1 in responding to oxidative stress, we compared the up-regulation of stress response genes in wild-type and *atfs-1(gk3094)* loss-of-function deletion mutants after exposure to 4 mM paraquat for 48 h. Data information: Error bars indicate SEM. *P < 0.05, **P < 0.01, ***P < 0.001. Statistical analysis was performed using a two-way ANOVA with a Bonferroni post hoc test. Three biological replicates were performed.

**Figure S4.**
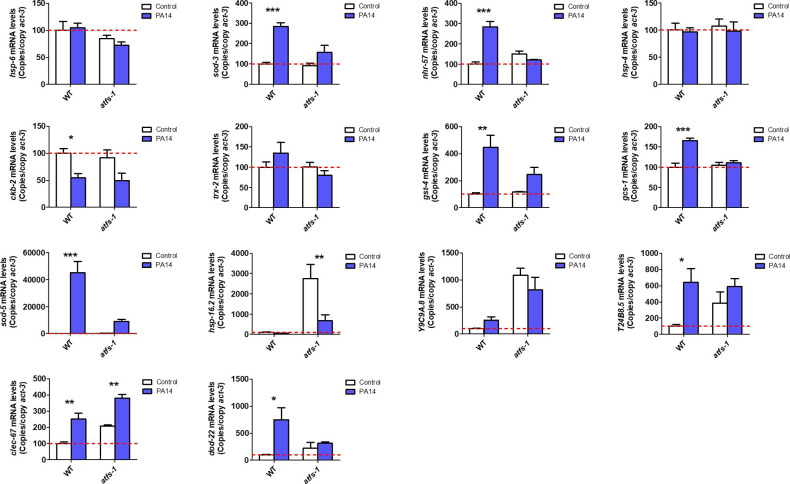
ATFS-1 is required for up-regulation of stress response genes after exposure to bacterial pathogens. To determine the role of ATFS-1 in responding to bacterial pathogens, we compared the up-regulation of stress response genes in wild-type and *atfs-1(gk3094)* loss-of-function deletion mutants after exposure to *Pseudomonas aeruginosa* strain PA14 for 4 h. Data information: Error bars indicate SEM. *P < 0.05, **P < 0.01, ***P < 0.001. Statistical analysis was performed using a two-way ANOVA with a Bonferroni post hoc test. Three biological replicates were performed.

**Figure S5.**
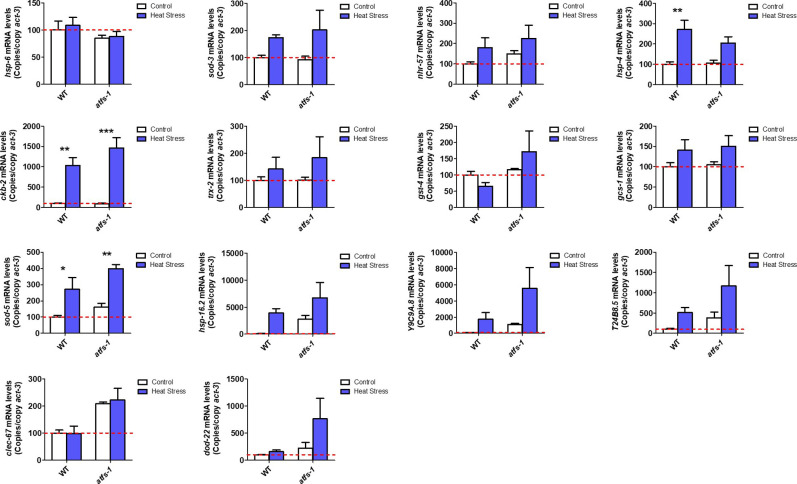
ATFS-1 is not required for up-regulation of stress response genes after exposure to heat stress. To determine the role of ATFS-1 in responding to heat stress, we compared the up-regulation of stress response genes in wild-type and *atfs-1(gk3094)* loss-of-function deletion mutants after exposure to 35°C heat for 2 h followed by 20°C for 4 h. Data information: Error bars indicate SEM. *P < 0.05, **P < 0.01, ***P < 0.001. Statistical analysis was performed using a two-way ANOVA with a Bonferroni post hoc test. Three biological replicates were performed.

**Figure S6.**
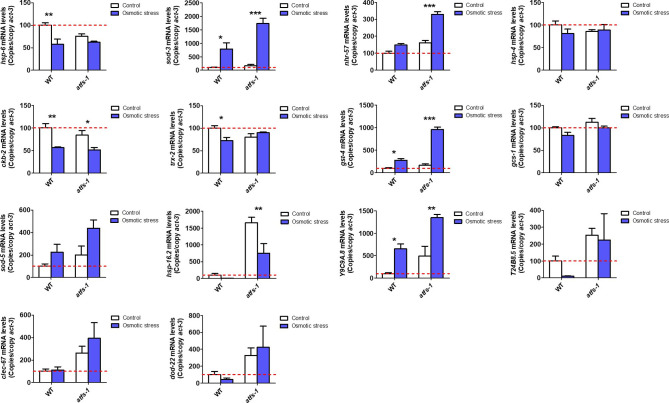
ATFS-1 is not required for up-regulation of stress response genes after exposure to osmotic stress. To determine the role of ATFS-1 in responding to osmotic stress, we compared the up-regulation of stress response genes in wild-type and *atfs-1(gk3094)* loss-of-function deletion mutants after exposure to 300 mM NaCl heat for 24 h. Data information: Error bars indicate SEM. *P < 0.05, **P < 0.01, ***P < 0.001. Statistical analysis was performed using a two-way ANOVA with a Bonferroni post hoc test. Three biological replicates were performed.

**Figure S7.**
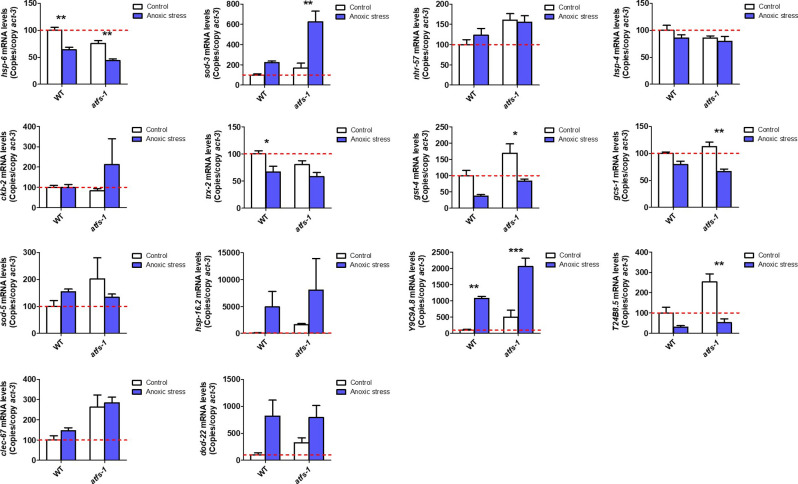
ATFS-1 is not required for up-regulation of stress response genes after exposure to anoxic stress. To determine the role of ATFS-1 in responding to anoxic stress, we compared the up-regulation of stress response genes in wild-type and *atfs-1(gk3094)* loss-of-function deletion mutants after exposure to complete anoxia for 24 h followed by a 4-h recovery at normoxia. Data information: Error bars indicate SEM. *P < 0.05, **P < 0.01, ***P < 0.001. Statistical analysis was performed using a two-way ANOVA with a Bonferroni post hoc test. Three biological replicates were performed.

**Figure S8.**
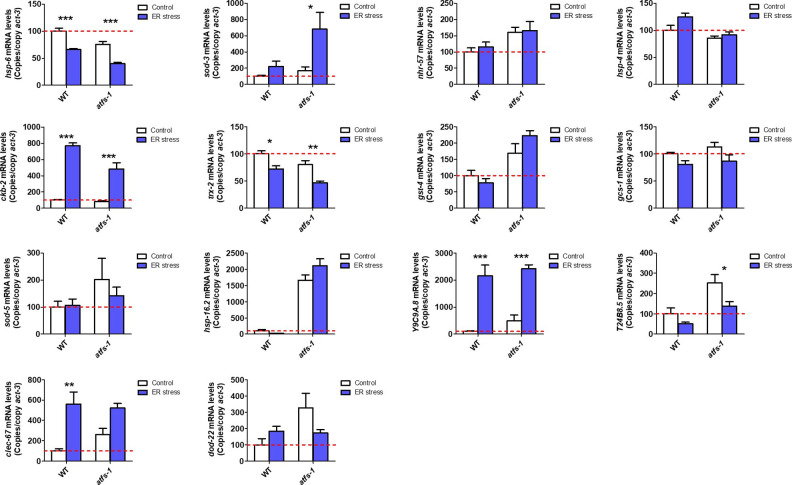
ATFS-1 is not required for up-regulation of stress response genes after exposure to ER stress. To determine the role of ATFS-1 in responding to ER stress, we compared the up-regulation of stress response genes in wild-type and *atfs-1(gk3094)* loss-of-function deletion mutants after exposure to 5 μg/ml tunicamycin for 24 h. Data information: Error bars indicate SEM. *P < 0.05, **P < 0.01, ***P < 0.001. Statistical analysis was performed using a two-way ANOVA with a Bonferroni post hoc test. Three biological replicates were performed.

### Modulation of ATFS-1 levels affects resistance to multiple stressors

Due to the crucial role of ATFS-1 in up-regulating genes in multiple stress response pathways, we next sought to determine the extent to which activating ATFS-1 protects against exogenous stressors. We quantified resistance to stress in two constitutively active *atfs-1* GOF mutants (*atfs-1(et15)*, *atfs-1(et17)*) compared with wild-type worms. For comparison, we also included an *atfs-1* LOF deletion mutant (*atfs-1(gk3094)*), which we previously found to have decreased resistance to oxidative stress, heat stress, osmotic stress, and anoxic stress (Wu et al, 2018).

Resistance to acute oxidative stress was measured by exposing worms to 300 μM juglone. We found that both GOF mutants, *atfs-1(et15)* and *atfs-1(et17)*, have increased resistance to acute oxidative stress compared with wild-type worms, while *atfs-1(gk3094)* deletion mutants were less resistant compared to wild-type worms (Fig 4A). To quantify resistance to chronic oxidative stress, worms were transferred to plates containing 4 mM paraquat beginning at day 1 of adulthood until death. Similar to the acute assay, *atfs-1(et17)* mutants were more resistant to chronic oxidative stress, whereas *atfs-1(gk3094)* mutants were less resistant to chronic oxidative stress compared to wild-type worms (Fig 4B). Oddly, *atfs-1(et15)* GOF mutants exhibited decreased resistance to chronic oxidative stress. The diminished protection in *atfs-1(et17)* mutants and lack of protection in the *atfs-1(et15)* mutants in the paraquat assay may be due to the chronic nature of the assay, compared with the juglone assay which measures resistance to acute oxidative stress.

**Figure 4.**
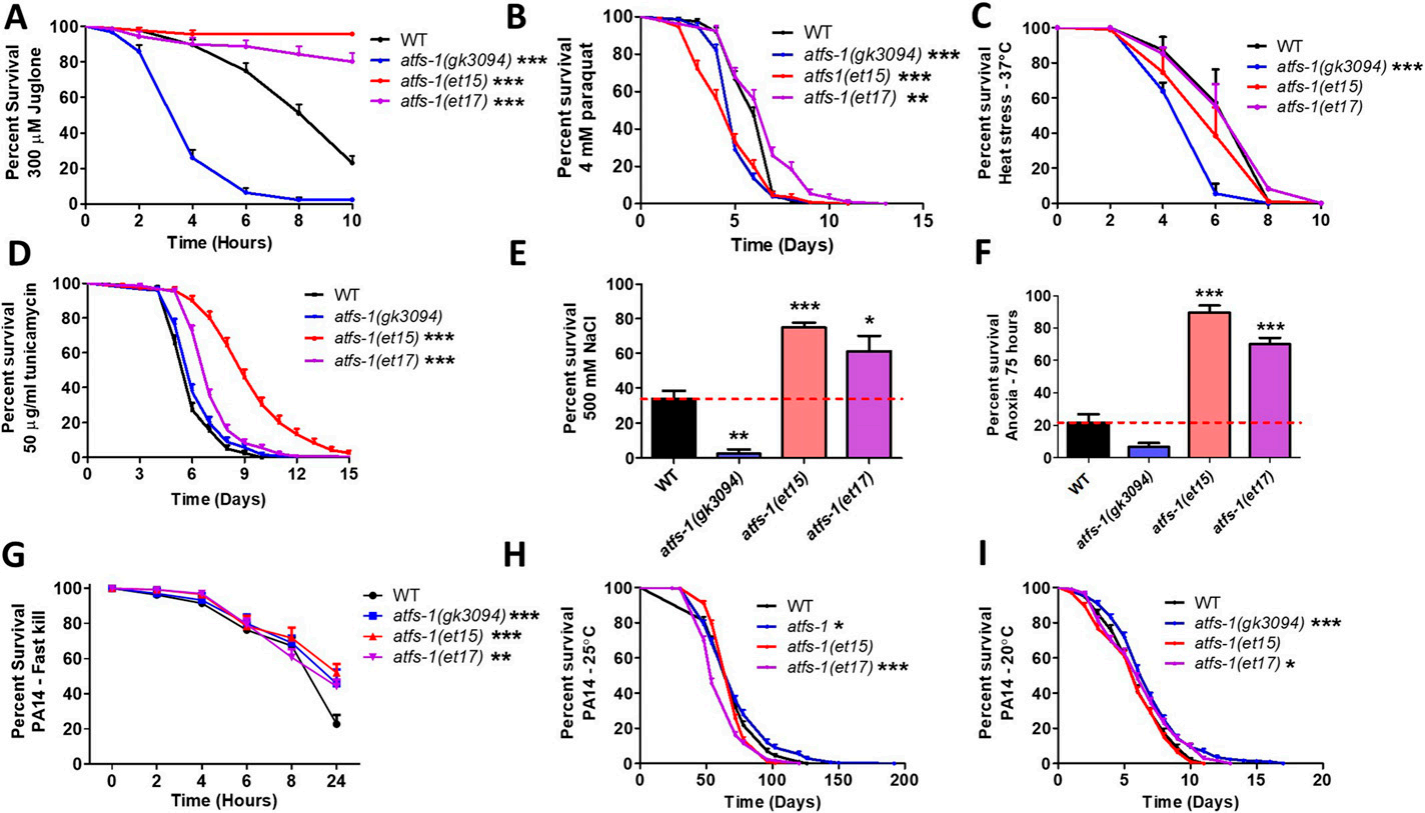
Constitutive activation of ATFS-1 increases resistance to multiple external stressors. To determine the role of ATFS-1 in resistance to stress, the stress resistance of an *atfs-1* loss-of-function mutants (*atfs-1(gk3094)*) and two constitutively active *atfs-1* gain-of-function mutants (*atfs-1(et15)*, *atfs-1(et17)*) was compared with wild-type worms. **(A)** Activation of ATFS-1 enhanced resistance to acute oxidative stress (300 μM juglone), whereas disruption of *atfs-1* markedly decreased resistance to acute oxidative stress. **(B)** Disruption of *atfs-1* decreased resistance to chronic oxidative stress (4 mM paraquat). *atfs-1(et17)* mutants showed increased resistance to chronic oxidative stress, whereas *atfs-1(et15)* mutants had decreased resistance. **(C)** Resistance to heat stress (37°C) was not enhanced by activation of ATFS-1, whereas disruption of *atfs-1* decreased heat stress resistance. **(D)** Constitutive activation of ATFS-1 increased resistance to ER stress (50 μM tunicamycin), whereas disruption of *atfs-1* had no effect. **(E)** Activation of ATFS-1 increased resistance to osmotic stress (500 mM NaCl), whereas disruption of *atfs-1* decreased osmotic stress resistance. **(F)** Constitutively active *atfs-1* mutants show increased resistance to anoxia (75 h), whereas *atfs-1* deletion mutants exhibit a trend towards decreased anoxia resistance. **(G)** Activation of ATFS-1 increased resistance to *Pseudomonas aeruginosa* toxin in a fast kill assay. A slow kill assay in which worms die from internal accumulation of *P. aeruginosa* was performed according to two established protocols. **(H)** At 25°C, *atfs-1(et17)* mutants showed a small decrease in resistance to bacterial pathogens (PA14), wheras *atfs-1(gk3094)* mutants showed a small increase in resistance. **(I)** At 20°C, both *atfs-1(et17)* and *atfs-1(gk3094)* mutants exhibited a small increase in resistance to bacterial pathogens. Data for WT and *atfs-1(gk3094)* in panel (I) are from Campos et al (2021) as these strains were used as controls for two separate experiments that were performed at the same time. Data information: Error bars indicate SEM. *P < 0.05, **P < 0.01, ***P < 0.001. Statistical analysis for panels (A, B, D, H, I) were performed using the log-rank test. Statistical analysis for panels C and G were performed using a two-way ANOVA with Bonferroni post hoc test. Statistical analysis for panels (E, F) was performed using a one-way ANOVA with Bonferroni post hoc test. The number of replicates, N, and statistical analysis can be found in Table S6.

Resistance to heat stress was measured by incubating worms at 37°C. None of the mutants showed increased survival during heat stress, with both *atfs-1(et15)* and *atfs-1(gk3094)* mutants exhibiting a significant decrease in survival compared with wild-type worms (Fig 4C). Resistance to ER stress was measured by exposing worms to 50 μg/ml tunicamycin. We found that *atfs-1(et15)* and *atfs-1(et17)* constitutively active mutants have increased resistance to ER stress, whereas *atfs-1(gk3094)* deletion mutants have an equivalent survival to wild-type worms (Fig 4D). Resistance to osmotic stress was quantified on plates containing 500 mM NaCl after 48 h. Under these conditions, the constitutively active *atfs-1* mutants had increased survival compared with wild-type worms, whereas *atfs-1(gk3094)* deletion mutants had decreased survival (Fig 4E). Resistance to anoxic stress was measured by placing worms in an oxygen-free environment for 75 h, followed by a 24-h recovery period. We observed increased survival in *atfs-1(et15)* and *atfs-1(et17)* mutants and a trend towards decreased survival in *atfs-1(gk3094)* mutant compared with wild-type worms (Fig 4F).

Lastly, to test resistance to bacterial pathogens, worms were exposed to *P. aeruginosa* strain PA14 in either a fast kill assay, in which worms die from a toxin produced by the bacteria, or a slow kill assay, in which worms die due to the intestinal colonization of the pathogenic bacteria (Kirienko et al, 2014). In the fast kill assay, constitutive activation of ATFS-1 increased survival in *atfs-1(et15)* and *atfs-1(et17)* mutants compared with wild-type worms (Fig 4G). *atfs-1(gk3094)* deletion mutants also exhibited increased survival. For the slow kill assay, we used two established protocols: one in which the assay is initiated at the L4 larval stage and performed at 25°C (Kirienko et al, 2014; Pellegrino et al, 2014; Dues et al, 2016) and the other in which the assay is initiated at day 3 of adulthood and performed at 20°C (Wu et al, 2019). Surprisingly, at 25°C, we found that the *atfs-1(et17)* mutant had a small decrease in resistance to PA14, whereas *atfs-1(gk3094)* mutants exhibited a small increase in resistance to PA14 compared with wild-type worms (Fig 4H). At 20°C, both *atfs-1(gk3094)* and *atfs-1(et17)* mutants had a small increase in resistance to PA14 compared with wild-type worms (Fig 4I).

All together, these data indicate that activation of ATFS-1 can protect against oxidative stress, ER stress, osmotic stress, anoxia, and bacterial pathogens but not heat stress. They also show that ATFS-1 is required for resistance to oxidative stress, heat stress, osmotic stress, and anoxia in wild-type worms.

### Long-lived genetic mutants up-regulate ATFS-1 target genes

We previously showed that ATFS-1 target genes are up-regulated in three long-lived mitochondrial mutants: *clk-1*, *isp-1*, and *nuo-6* (Lakowski & Hekimi, 1996; Feng et al, 2001; Yang & Hekimi, 2010b; Wu et al, 2018). To determine if ATFS-1 target genes are specifically up-regulated in long-lived mitochondrial mutants, or if they are also up-regulated in other long-lived mutants, we compared genes up-regulated by ATFS-1 activation with gene expression in six additional long-lived mutants, which act through other longevity-promoting pathways. These long-lived mutants included *sod-2* mutants, which act through increasing mitochondrial ROS (Van Raamsdonk & Hekimi, 2009); *daf-2* mutants, which have reduced insulin/IGF1 signaling (Kenyon et al, 1993); *glp-1* mutants, which have germ line ablation (Hsin & Kenyon, 1999); *ife-2* mutants, which have reduced translation (Hansen et al, 2007); *osm-5* mutants, which have reduced chemosensation (Apfeld & Kenyon, 1999); and *eat-2* mutants, which have dietary restriction (Lakowski & Hekimi, 1998).

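Counts per gene were analysed for *glp-1*, *ife-2*, *osm-5*, *eat-2* and wild type. *clk-1*, *isp-1*, *nuo-6*, *sod-2* and *daf-2* mutants were not analysed here. Polyadenylated RNA of whole worms was sequenced, with 6 libraries for each of 6 groups and 36 libraries in all. The libraries labelled *eat-2*, *ife-2* and *osm-5* share 6 wild-type libraries labelled 20 °C, and the libraries labelled *glp-1* have 6 wild-type libraries of their own labelled 25 °C. The labels also describe growth at 20 °C for every library, and they give the stage both as young adults before egg laying and as adults on day 1. The paper's methods maintain strains at 20 °C and give no other temperature for these libraries. The paper's data availability statement names other series, so the link between these libraries and the mutants of Fig 5 rests on the labels. Some values lay near the paper's and others did not, as given at the end.

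The authors estimated transcript abundance with Salmon and collapsed it to genes with tximport, and the deposited values are whole-number counts without normalization. Between 35524715 and 55878280 counts per library were assigned to genes, with a median of 42821342.5. Group medians ran from 41648260.5 in wild type labelled 25 °C to 46025444.5 in *osm-5*. Ribosomal RNA took from 1.35% to 11.0% of the counts of a library. Each group of mutant libraries was compared with its wild type, 6 libraries against 6, by edgeR's quasi-likelihood test with TMM normalization. Genes with at least 10 counts in at least 6 of the 12 libraries were tested, and a gene was called differentially expressed at a Benjamini-Hochberg adjusted p below 0.01, the false discovery rate that the paper uses.

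The list of genes up-regulated by *spg-7* RNAi in an ATFS-1-dependent manner holds 366 names, of which 358 matched a gene in the files. The complete list for *atfs-1(et15)* was not used here. In its place stands the part of it given in Table S2, genes that are also up-regulated in *nuo-6* but not in *nuo-6;atfs-1*. This part has 619 entries in the copy used, including a date and an empty name, and 604 of them matched. Enrichment was the observed divided by the expected overlap with the up-regulated genes, with the genes tested as the background. The paper's formula divides by the number of genes detected, and a background of all genes with a count in any of the 36 libraries was run as an alternative to the reported one. It was tested by a two-sided Fisher's exact test adjusted over the 8 tests of 2 lists in 4 mutants.

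The transcript of each mutated gene was examined first, in every library. *ife-2* (WBGene00002060, chromosome X of WBcel235 from 381385 to 382709) was at 66.5 ± 5.56 CPM (SD, n = 6) in the libraries labelled *ife-2* and at 22.0 ± 0.656 (SD, n = 6) in wild type labelled 20 °C. The log2 fold change was 1.60 (standard error 0.0602, adjusted p = 6.17e-13), so the transcript was not reduced in the libraries that carry its name. In the libraries labelled *eat-2* it was at 3.75 ± 0.222 CPM against 25.3 ± 0.757 in wild type (SD, n = 6 each), a log2 fold change of -2.76 (standard error 0.0588, adjusted p = 3.38e-12). Relative to total counts, the 6 libraries labelled *eat-2* lay between 3.47 and 3.70 CPM, and the lowest of the other libraries, *osm-5* replicate 3, was at 17.5 CPM.

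*glp-1* (WBGene00001609, chromosome III from 9092241 to 9099698) was at 159 ± 36.4 CPM in the libraries labelled *glp-1* and 149 ± 38.3 in their wild type (SD, n = 6 each), a log2 fold change of 0.10 (standard error 0.181, adjusted p = 0.709). In the libraries labelled *ife-2* it fell by 4.28 on the log2 scale (standard error 0.104, adjusted p = 4.06e-15), to 8.98 ± 1.33 CPM. An annotated gene on the other strand overlaps *glp-1*, and its reads might be counted with it. *pgl-1*, a germ line gene picked after its values were seen, was between 0.0477 and 0.590 CPM of total counts in the libraries labelled *ife-2*. It was at 389 ± 23.9 CPM in wild type labelled 20 °C, 415 ± 40.99 in wild type labelled 25 °C and 318 ± 27.0 in the libraries labelled *glp-1* (SD, n = 6 each).

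*osm-5* (WBGene00003885, chromosome X from 2984263 to 2991478) was at 0.906 ± 0.298 CPM in the libraries labelled *osm-5* and 2.87 ± 0.198 in wild type (SD, n = 6 each). Its log2 fold change was -1.64 (standard error 0.218, adjusted p = 0.000176), and -1.52 without *osm-5* replicate 3. The transcript also fell in the libraries labelled *eat-2* (-1.16, adjusted p = 9.47e-07) and in wild type labelled 25 °C against 20 °C (-1.58, adjusted p = 2.56e-06), so a low level does not single out the libraries labelled *osm-5*. An annotated noncoding RNA overlaps this gene on the other strand. *eat-2* (WBGene00001133, chromosome II from 14166878 to 14171658) had at most 34 counts in any library labelled *eat-2*. It rose there by 1.11 (standard error 0.243, adjusted p = 0.00258), and at this depth it says little about the label. The levels of *ife-2* and of germ line transcripts go against the labels *ife-2* and *eat-2*. Germ line transcripts in the libraries labelled *glp-1* go against the paper's description of *glp-1* mutants as lacking a germ line. The labels give both 20 °C and 25 °C for these libraries, and whether that description holds at both was not examined. Whether each allele changes the level of its own transcript was not examined either. The groups are therefore named as the libraries labelled with a genotype, and every direction given is that of the libraries with that label.

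**Figure D1:**
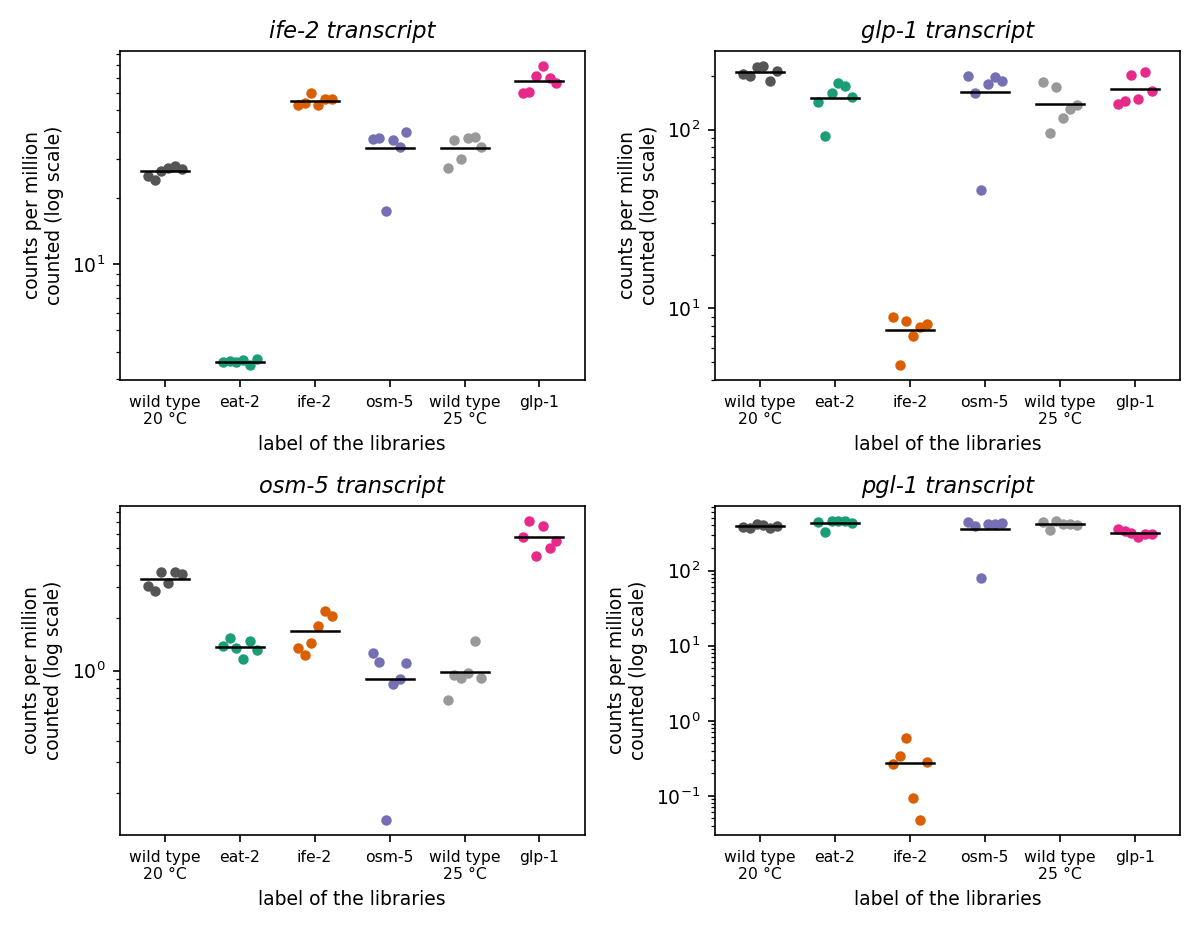
Transcript levels of *ife-2*, *glp-1*, *osm-5* and *pgl-1* in each of the 36 libraries, in CPM of total counts on a log axis, by label. Points are libraries and the line is the mean of 6. *ife-2* lies between 3.47 and 3.70 CPM in the libraries labelled *eat-2*, and *pgl-1* lies between 0.0477 and 0.590 CPM in those labelled *ife-2*.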

After identifying differentially expressed genes in each of these long-lived mutants, we compared the differentially expressed genes with genes up-regulated by ATFS-1 activation. 

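Between 16513 and 16636 genes were tested in each of the 4 mutant comparisons. Of 16627 genes in the libraries labelled *eat-2*, 3057 were up-regulated and 2128 down-regulated. In those labelled *ife-2*, 7340 of 16636 rose and 6810 fell, so 85.1% of the genes tested were called. The libraries labelled *osm-5* had 1162 up-regulated and 1816 down-regulated genes of 16587, and the libraries labelled *glp-1* had 1978 and 1797 of 16513. The median size of the log2 fold change of the called genes was 0.53 in *eat-2*, 1.32 in *ife-2*, 0.95 in *osm-5* and 0.70 in *glp-1*.

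Counts of up-regulated genes moved with the settings. Apart from leaving out a library, they ran in *osm-5* from 229 with scaling by total counts alone to 3321 with all 36 libraries in one fit, and in *eat-2* from 342 with at least a 2-fold change to 4390 with an adjusted p below 0.05. In *ife-2* they ran from 4119 with at least a 2-fold change to 8843 with upper-quartile scaling. Those in *osm-5* also depended on *osm-5* replicate 3, whose TMM factor was 0.386, and without this library 3548 genes rose and 3911 fell. Scaling by total counts alone also changed the balance of the calls elsewhere. The share of calls that were up-regulated moved from 59.0% to 26.9% in *eat-2*, from 51.9% to 36.1% in *ife-2*, from 39.02% to 13.6% in *osm-5* and from 52.4% to 78.7% in *glp-1*. With upper-quartile scaling, the share in *osm-5* was 26.0%. The median log2 fold change of all genes in *ife-2* was 0.17 with TMM, -0.35 with total counts alone and 0.62 with upper-quartile scaling, so changes of that size depend on the scaling. Total counts alone shifted this median to -0.11 in *eat-2*, -0.27 in *osm-5* and 0.21 in *glp-1*.

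The largest changes by fitted log2 fold change were taken among genes whose 12 libraries split by group without overlap. Where one group had almost no counts the fitted value is not used and only a lower bound is given, so the order by fitted value does not show that such a gene changed more than others. C38D9.2 in the libraries labelled *eat-2* fell by 7.98 on the log2 scale (standard error 0.174, adjusted p = 3.38e-12), and the pseudogene WBGene00043987 was at least 5.68-fold lower. The pseudogene WBGene00005646 rose by 7.83 (standard error 0.363, adjusted p = 9.28e-09) and D1014.6 by 4.76 (standard error 0.489, adjusted p = 1.25e-05). In those labelled *ife-2*, cTel55X.1 was at least 189-fold and F47B3.6 at least 136-fold lower, and the noncoding RNAs F38B6.11 and F38B6.9 were at least 38.4-fold and 35.4-fold higher. In those labelled *osm-5*, C38D9.2 fell by 7.28 (standard error 0.113, adjusted p = 6.25e-12). F57G8.7 had a log2 fold change of -6.77 (standard error 0.568, adjusted p = 6.40e-06). *irg-5* rose by 7.18 (standard error 0.387, adjusted p = 7.32e-07) and T24B8.5 (*sysm-1*) by 7.41 (standard error 1.39, adjusted p = 0.00190), and without *osm-5* replicate 3 these log2 fold changes were 6.93 and 4.41. In those labelled *glp-1*, the pseudogenes WBGene00014954 and WBGene00014955 were at least 40.7-fold and 80.1-fold lower. R193.1 and the pseudogene WBGene00020129 were at least 13.1-fold and 12.7-fold higher. These bounds set the lower group, whose libraries had at most 3 counts each, at a floor of 3 counts, and levels of pseudogenes are uncertain because their reads can be shared with related genes.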

We defined ATFS-1-up-regulated genes in two ways: (1) genes that are up-regulated by *spg-7* RNAi in an ATFS-1–dependent manner (Nargund et al, 2012) and (2) genes that are up-regulated in a constitutively active *atfs-1* mutant (*et15*; [Wu et al, 2018]).

The majority of the long-lived mutants examined had a significant enrichment of ATFS-1 target genes. 

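To compare the libraries themselves, each library was given a score for the list of genes up-regulated by *spg-7* RNAi. The score was the mean log2 CPM (TMM-normalized, prior count 2) of the tested list genes minus the mean of all tested genes. Scores were compared by an exact two-sided permutation test over 924 arrangements, in which p = 0.00216 is the smallest value that 6 libraries against 6 allow. The score was 1.42 ± 0.0651 in the libraries labelled *ife-2* and 0.124 ± 0.0262 in their wild type (SD, n = 6 each; difference 1.30, exact permutation p = 0.00216). All 6 libraries labelled *ife-2*, at 1.35 to 1.51, scored above all 6 wild-type libraries, at 0.0895 to 0.155. Libraries labelled *glp-1* scored 0.241 ± 0.111 against 0.00797 ± 0.0509 (SD, n = 6 each; difference 0.23, exact permutation p = 0.00433). The score fell in the libraries labelled *eat-2*, to 0.00499 ± 0.110 against 0.194 ± 0.0236 (SD, n = 6 each; difference -0.19, exact permutation p = 0.00433). In wild type labelled 25 °C, set against the same wild-type libraries, the difference was -0.17, so such a fall is not particular to the label *eat-2*. The difference in the libraries labelled *osm-5* was 0.03, with 0.235 ± 0.0287 against 0.203 ± 0.0235 (SD, n = 6 each; exact permutation p = 0.0541). Adjusted over the 4 comparisons, p was 0.00577 in *ife-2*, *glp-1* and *eat-2* and 0.0541 in *osm-5*. The alternative that moved a score most was leaving out the subtraction of all genes, which gave a difference of 0.60 in *ife-2* and reversed that in *osm-5*, to -0.01. With wild type labelled 20 °C as the control of *glp-1*, the difference was 0.08 (exact permutation p = 0.0952).

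Set tests that allow for correlation between genes gave directions for the same 4 comparisons. With a preset correlation of 0.01, limma's camera placed the list higher in the libraries labelled *ife-2* (adjusted p = 5.70e-05) and *glp-1* (adjusted p = 0.00160) and lower in those labelled *eat-2* (adjusted p = 0.000210). In *osm-5* the direction was lower, opposite in sign to the score difference there, and the adjusted p was 0.898. These 3 calls held with limma's fry, where their adjusted p lay between 3.75e-08 and 0.000114. However, fry asks whether the list's own genes change, not whether they change more than other genes. With many genes called, it adds little on the second question. None of the calls held in camera with a correlation estimated from the data, where their adjusted p was 0.217. The estimates were 0.052 in *eat-2*, 0.076 in *ife-2* and 0.043 in *glp-1*, above the preset 0.01.

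**Figure D2:**
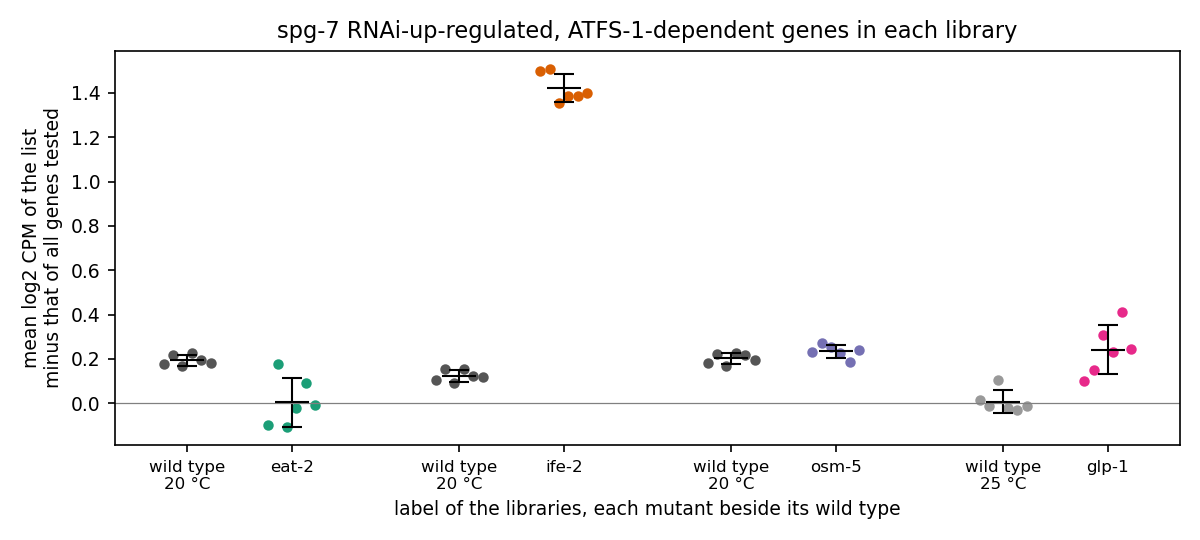
Score of the list of genes up-regulated by *spg-7* RNAi in each library, in log2 CPM relative to all tested genes, for each mutant label beside its wild type. Points are libraries, with the mean and SD of 6. All libraries labelled *ife-2* lie at 1.35 or above and all of their wild-type libraries at 0.155 or below.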

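Of the genes up-regulated by *spg-7* RNAi in an ATFS-1-dependent manner, 340 were tested between the libraries labelled *glp-1* and wild type labelled 25 °C, and 90 of them (26.5%) were up-regulated where 40.7 were expected. The enrichment was 2.21 (adjusted p = 4.06e-13, two-sided Fisher's exact test). It stayed between 2.15 and 2.41 with each library left out in turn. The alternative that moved it most was a background of all genes detected, the one that the paper's formula names, which gave 3.49, and the lowest value, 1.52, came with wild type labelled 20 °C as the control. Adjusted over the list alone, 101 of the genes were up-regulated and 33 down-regulated, beside 90 and 31 over all genes tested.

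Among these genes, the largest rises in the libraries labelled *glp-1* were in C07G1.7, *mtl-1* and *cyp-33C2*. C07G1.7 was at 9.54 ± 4.06 CPM against 0.0942 ± 0.125 (SD, n = 6 each), a log2 fold change of 6.53 (standard error 0.567, adjusted p = 2.49e-06), and it overlaps an annotated gene on the other strand. The log2 fold change of *mtl-1* was 4.78 (standard error 0.611, adjusted p = 6.20e-05), and 4.09 without *glp-1* replicate 4. That of *cyp-33C2*, which belongs to a family of related genes, was 4.64 (standard error 0.892, adjusted p = 0.00129), and 3.73 without *glp-1* replicate 5. The largest fall was in *clec-47*, by 2.05 (standard error 0.191, adjusted p = 4.71e-06).

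Between the libraries labelled *ife-2* and wild type labelled 20 °C, 345 of the list's genes were tested. Up-regulated genes numbered 221 (64.1%) where 152 were expected, an enrichment of 1.45 (adjusted p = 2.71e-13, two-sided Fisher's exact test). Down-regulated genes numbered 82, which was 0.581 of the number expected, and the counts adjusted over the list alone were 221 and 82 as well. Leaving out each library in turn gave enrichments of 1.46 to 1.51, and the other alternatives gave 1.39 to 2.31, the highest with all genes detected as the background. The largest rises were in *mtl-1* (log2 fold change 3.98, standard error 0.225, adjusted p = 9.77e-11), F14F8.8 (3.71, standard error 0.416, adjusted p = 4.46e-07) and *swt-6* (3.61, standard error 0.101, adjusted p = 1.79e-14). F14F8.8 had at most 25 counts in any library and *swt-6* overlaps an annotated gene on the other strand. The largest fall was in C07G1.7, by 7.28 (standard error 0.166, adjusted p = 2.18e-15). The libraries labelled *ife-2* are those in which the *ife-2* transcript was raised and germ line transcripts were nearly absent.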

Genes up-regulated by *spg-7* RNAi in an ATFS-1–dependent manner were significantly enriched in *clk-1* mutants (6.7-fold enrichment), *isp-1* mutants (6.0-fold enrichment), *sod-2* mutants (5.5-fold enrichment), *nuo-6* mutants (4.1-fold enrichment), *daf-2* mutants (2.6-fold enrichment), *glp-1* mutants (2.0-fold enrichment), and *ife-2* mutants (1.5-fold enrichment) (Fig 5). We did not find a significant enrichment of *spg-7* RNAi-induced ATFS-1 targets in *osm-5* and *eat-2* worms (Fig 5). Similarly, genes up-regulated in the constitutively active *atfs-1(et15)* mutant were significantly enriched in *isp-1* mutants (3.5-fold enrichment), *sod-2* mutants (3.4-fold enrichment), *clk-1* mutants (3.3-fold enrichment), *nuo-6* mutants (2.5-fold enrichment), *daf-2* mutants (2.4-fold enrichment), *glp-1* mutants (1.8-fold enrichment), *ife-2* mutants (1.8-fold enrichment), and *eat-2* mutants (1.5-fold enrichment) (Fig S9). 

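In the libraries labelled *osm-5*, 41 of 339 tested genes of the *spg-7* RNAi list (12.1%) were up-regulated where 23.7 were expected. The enrichment was 1.73 (adjusted p = 0.000861, two-sided Fisher's exact test), and 46 genes of the list were down-regulated, 1.24 times the number expected (p = 0.134, Fisher's exact test). Adjusted over the list alone, 45 rose and 48 fell. Without *osm-5* replicate 3 the enrichment was 1.12 (adjusted p = 0.292). All 41 genes were still called without it, among 81 of the list, and 3548 genes were up-regulated in place of 1162. Of the 12 fits that each left out one library, 8 had an adjusted p above 0.05, and the enrichments of all 12 lay between 1.12 and 1.56. With the 1162 genes of lowest p among those with a rise taken from each of these fits, a test chosen after seeing the data, it was 1.18 without *osm-5* replicate 3 (adjusted p = 0.334) and 1.52 to 1.73 without each of the other libraries (adjusted p of 0.0147 or lower). It also depended on the number of genes, at 1.13 with all 12 libraries and 3548 genes taken in this way (adjusted p = 0.233). It was also past the threshold no longer with all 36 libraries in one fit (1.16), with the replicate number as a block (1.54) and with genes called at an adjusted p below 0.05 (1.17). With all genes detected as the background it was 2.71. Over the alternatives chosen at the start, apart from leaving out a library, the largest adjusted p was 0.149. The median log2 fold change of the list was 0.03.

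Of 340 tested genes of the list, 38 (11.2%) in the libraries labelled *eat-2* were up-regulated where 62.5 were expected. This was an enrichment of 0.608, which is a depletion (adjusted p = 0.000396, two-sided Fisher's exact test). Down-regulated genes numbered 95, an enrichment of 2.18 (p = 5.57e-14, Fisher's exact test), and the median log2 fold change of the list was -0.18. Adjusted over the list alone, 39 rose and 98 fell. Without *eat-2* replicate 1 the enrichment was 0.784 (adjusted p = 0.133), and the other fits that left out one library stayed past the threshold, from 0.547 upward. The depletion was also not past the threshold with total counts alone (0.697), no filter on low counts (0.859), all 36 libraries in one fit (0.979) and all genes detected as the background (0.954). With a threshold of a 2-fold change, the direction changed, to 1.14, with 8 genes of the list up-regulated, and over these settings the adjusted p ran up to 1. The *ife-2* transcript was reduced in the libraries labelled *eat-2*, so these directions are those of the labelled libraries. Wild type labelled 25 °C, set against the same wild-type libraries, also had 88 list genes down-regulated, 2.36 times the number expected. Its list median was -0.19, and its up-regulated genes were not depleted (1.13). Only 47 genes differed between it and the libraries labelled *eat-2*. The falls of the list therefore cannot be credited to the label *eat-2* apart from a difference of the shared wild type.

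The rises of single list genes in the libraries labelled *osm-5* were largest in *clec-47* (log2 fold change 4.02, standard error 0.971, adjusted p = 0.00861), *swt-6* (2.65, standard error 0.453, adjusted p = 0.00102) and *pgp-8* (2.16, standard error 0.147, adjusted p = 2.04e-06). Without *osm-5* replicate 3 these values were 1.97, 1.92 and 2.24. C07G1.7 fell by 6.67 (standard error 0.698, adjusted p = 3.36e-05). In the libraries labelled *eat-2* the rises were largest in WBGene00005646, in *clec-47* (2.28, standard error 0.325, adjusted p = 0.000145) and in *pgp-8* (1.59, standard error 0.122, adjusted p = 1.13e-06). F15D4.5 fell by 7.06 (standard error 0.198, adjusted p = 3.80e-11). Annotated piRNAs overlap *pgp-8* and F15D4.5, so their levels are uncertain.

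**Figure D3:**
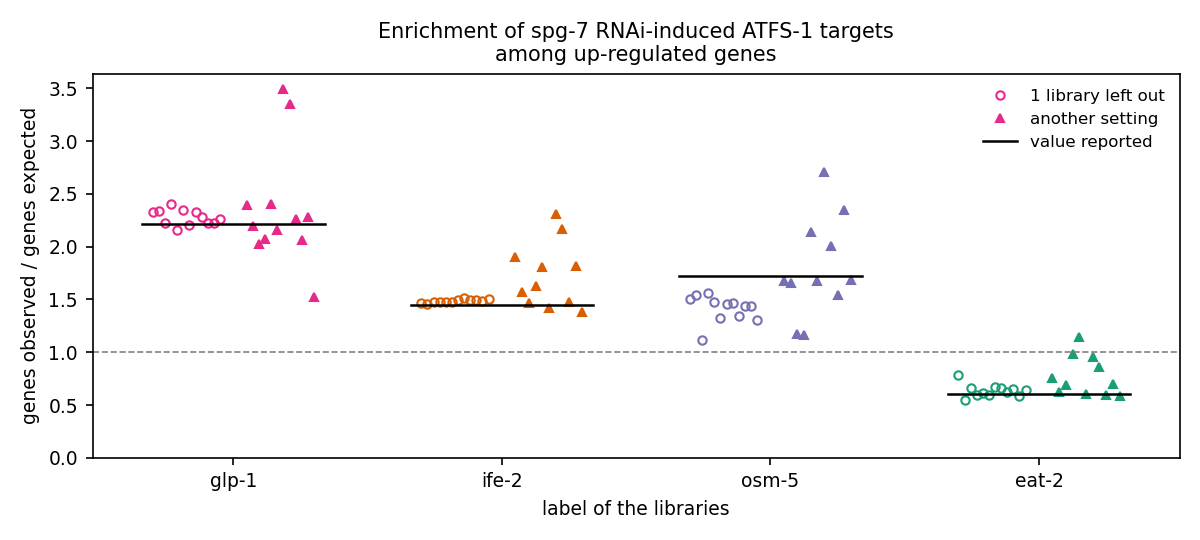
Enrichment of the *spg-7* RNAi list among the genes up-regulated in the libraries of each mutant label. The line is the reported value, circles leave out one library each, triangles are the other settings, and the dashed line marks an enrichment of 1. The circles span 2.15 to 2.41 in *glp-1*, 1.46 to 1.51 in *ife-2*, 1.12 to 1.56 in *osm-5* and 0.547 to 0.784 in *eat-2*.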

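For *atfs-1(et15)*, only the 604 matched genes of Table S2 were used, so the values below are for part of the list and are not on the scale of the complete one. In the libraries labelled *glp-1*, 122 of 575 tested genes were up-regulated where 68.9 were expected, an enrichment of 1.77 (adjusted p = 2.92e-10, two-sided Fisher's exact test). In those labelled *ife-2*, 383 of 586 rose where 259 were expected, an enrichment of 1.48 (adjusted p = 7.65e-25, two-sided Fisher's exact test). The libraries labelled *eat-2* had 58 of 578 up-regulated where 106 were expected, an enrichment of 0.546 and so a depletion (adjusted p = 3.31e-08, two-sided Fisher's exact test). There, 128 of the genes were down-regulated, 1.73 times the number expected. In wild type labelled 25 °C, set against the same wild-type libraries, 137 of 576 were down-regulated, 2.17 times the number expected. With each library left out in turn, the enrichment was 1.75 to 1.93 in *glp-1*, 1.48 to 1.53 in *ife-2* and 0.500 to 0.621 in *eat-2*. Apart from leaving out a library, the alternative that moved the value most was a background of all genes detected, which gave 2.81 in *glp-1*, 2.37 in *ife-2* and 0.863 in *eat-2*, where the depletion was no longer past the threshold. Adjusted over the list alone, 133 genes rose and 53 fell in *glp-1*, 384 and 134 in *ife-2*, and 58 and 129 in *eat-2*. Over all genes tested, 51 fell in *glp-1* and 134 in *ife-2*.

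The same part of the list was higher in the libraries labelled *ife-2* (adjusted p = 3.48e-05 from limma's camera) and *glp-1* (adjusted p = 0.0162) and lower in those labelled *eat-2* (adjusted p = 0.0157). These calls held with fry, which does not set the list against other genes. With an estimated correlation the directions were the same and none of the calls held. Table S4 gives 186 genes that the complete *atfs-1(et15)* list shares with the *spg-7* RNAi list, and 63 of 180 tested rose in *glp-1*, an enrichment of 2.92 (p = 5.91e-16, two-sided Fisher's exact test, not adjusted). The enrichment of these shared genes was 1.52 in *ife-2* (Fisher's exact p = 2.78e-10), 0.425 in *eat-2* (Fisher's exact p = 8.93e-05) and 1.03 in *osm-5* (Fisher's exact p = 0.883). The 61 genes that Table S2 gives as shared by all its lists had enrichments of 2.02 in *glp-1* (Fisher's exact p = 0.00798), 1.19 in *ife-2* (Fisher's exact p = 0.237), 0.281 in *eat-2* (Fisher's exact p = 0.00598) and 0.984 in *osm-5* (Fisher's exact p = 1). Both lists held more falls than expected in *osm-5*. Of the 186 genes, 13 rose and 33 fell there, the falls being 1.67 times the number expected (Fisher's exact p = 0.00259). Of the 61 genes, 4 rose and 14 fell, the falls being 2.20 times the number expected (Fisher's exact p = 0.00448). Without *osm-5* replicate 3, chosen for these lists after seeing the data, the enrichments among up-regulated genes in *osm-5* were 0.831 for the 186 genes and 0.725 for the 61.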

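Of the *atfs-1(et15)* genes given in Table S2, 582 were tested in the libraries labelled *osm-5*. Up-regulated genes numbered 48 where 40.8 were expected, an enrichment of 1.18 (adjusted p = 0.246, two-sided Fisher's exact test), and 62 genes were down-regulated. Adjusted over the list alone, 48 rose and 64 fell. The enrichment stayed above 1 under every alternative run and its adjusted p fell below 0.05 under 5 of the 11 that did not leave out a library, with values from 1.24 with all 36 libraries in one fit to 1.88 with all genes detected as the background. The largest adjusted p over these 11 was 0.322. With each library left out in turn it was 1.03 to 1.36, with 1.03 without *osm-5* replicate 3, and it was past the threshold without wild type labelled 20 °C replicate 2 (adjusted p = 0.0490). Genes up-regulated in *nuo-6* in an ATFS-1-dependent manner, the wider list from which these genes were drawn, had an enrichment of 1.90 (p = 9.82e-22, two-sided Fisher's exact test, not adjusted), and of 1.59 without *osm-5* replicate 3 (Fisher's exact p = 7.96e-36), a fit chosen for this list after seeing the data. For that wider list of 1670 matched genes, the enrichment was 1.59 in the libraries labelled *ife-2*, 1.34 in those labelled *glp-1* and 0.744 in those labelled *eat-2*.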

We did not observe a significant enrichment of ATFS-1 target genes in *osm-5* mutants (Fig S9).

**Figure 5.**
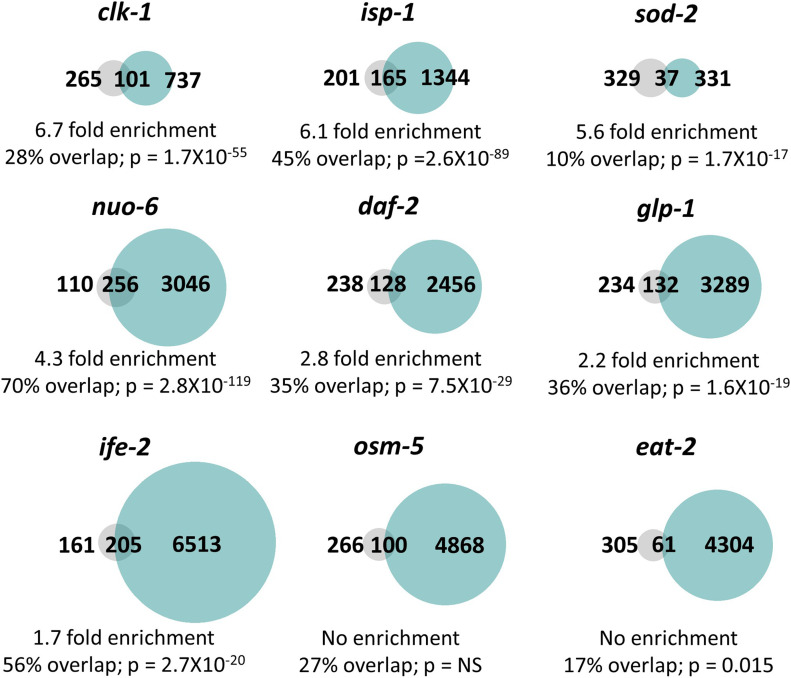
Multiple long-lived mutants from different pathways of lifespan extension show up-regulation of ATFS-1–dependent genes. To determine the extent to which long-lived genetic mutants from different pathways of lifespan extension show differential expression of ATFS-1 target genes, we compared genes that are up-regulated in nine different long-lived mutants to a published list of *spg-7* RNAi-up-regulated, ATFS-1–dependent target genes (Nargund et al, 2012). *clk-1*, *isp-1*, *nuo-6*, *sod-2*, *daf-2*, *glp-1*, and *ife-2* worms all show a highly significant degree of overlap with genes up-regulated by *spg-7* RNAi in an ATFS-1–dependent manner. The grey circles represent the 366 genes that are up-regulated by *spg-7* RNAi in an ATFS-1–dependent manner. Turquoise circles are genes that are significantly up-regulated in the indicated long-lived mutant based upon our RNA sequencing data. The number of unique and overlapping genes is indicated. Percent overlap is calculated as the number of genes in common between the two gene sets divided by the total number of genes that are up-regulated by *spg-7* RNAi in an ATFS-1–dependent manner. Enrichment is calculated as the number of overlapping genes observed divided by the number of overlapping genes predicted if genes were chosen randomly. *P*-values indicate the significance of the difference between the observed number of overlapping genes between the two gene sets, and the expected number of overlapping genes if the genes were picked at random.

**Figure S9.**
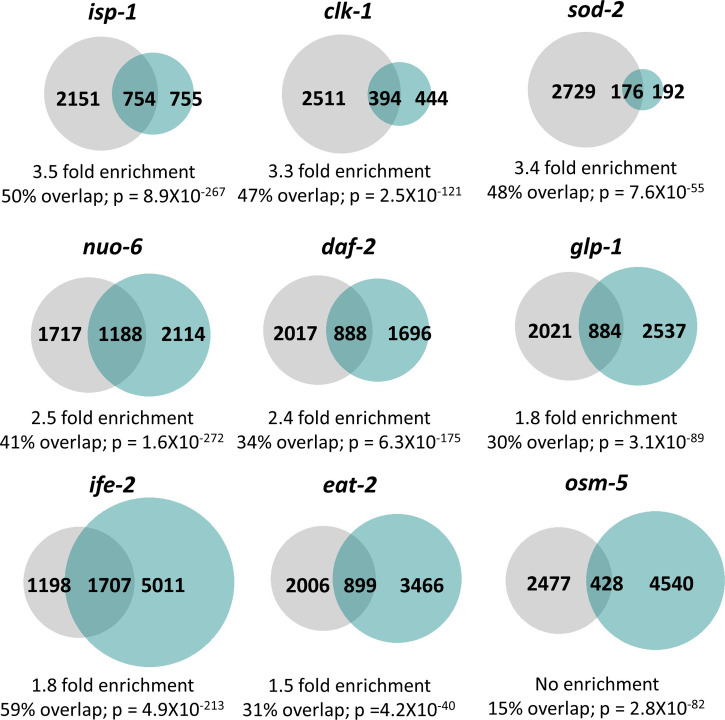
Multiple long-lived mutants from different pathways of lifespan extension show up-regulation of ATFS-1–dependent genes. To determine the extent to which long-lived genetic mutants from different pathways of lifespan extension show differential expression of ATFS-1 target genes, we compared genes that are up-regulated in nine different long-lived mutants with genes up-regulated in a constitutively active *atfs-1* mutant (*et15*). All of the long-lived mutant worms, except for *osm-5*, show a highly significant degree of overlap with the constitutively active *atfs-1* mutant. The grey circles represent genes that are significantly up-regulated in the constitutively active *atfs-1(et15)* mutant. Turquoise circles are genes that are significantly up-regulated in the long-lived mutant indicated. The number of unique and overlapping genes is indicated. Overlap is calculated as the number of genes in common between the two gene sets divided by the smaller gene set. Enrichment is calculated as the number of overlapping genes observed divided by the number of overlapping genes predicted if genes were chosen randomly. *P*-values indicate the significance of the difference between the observed number of overlapping genes between the two gene sets, and the expected number of overlapping genes if the genes were picked at random.

Overall, these results indicate that ATFS-1 target genes are up-regulated in multiple long-lived mutants, including mutants in which mitochondrial function is not directly disrupted. 

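Among single ATFS-1 targets, *hsp-6* (WBGene00002010, chromosome V from 4824124 to 4826760) was lower in 3 of the 4 groups of mutant libraries. It was at 285 ± 15.6 CPM against 840.5 ± 28.8 in the libraries labelled *ife-2* (SD, n = 6 each), a log2 fold change of -1.56 (standard error 0.0601, adjusted p = 8.04e-13). In those labelled *eat-2* it was at 643 ± 46.3 against 969 ± 33.2 CPM (SD, n = 6 each), a log2 fold change of -0.59 (standard error 0.0548, adjusted p = 5.23e-06). The log2 fold change was -0.90 in those labelled *osm-5* (standard error 0.145, adjusted p = 0.000689), and -0.79 without *osm-5* replicate 3. In those labelled *glp-1* it was 0.04 (standard error 0.0720, adjusted p = 0.702). *hsp-60* (WBGene00002025) rose by 0.48 in *eat-2* (adjusted p = 3.05e-05) and fell by 0.62 in *ife-2* (adjusted p = 9.32e-08) and by 0.75 in *glp-1* (adjusted p = 3.84e-05). In *osm-5* it changed by 0.16 (adjusted p = 0.455), and by 0.28 without replicate 3 (adjusted p = 1.64e-05), with an adjusted p up to 0.664 over the fits that left out one library. *atfs-1* itself (WBGene00013878) fell by 0.60 in *eat-2* (adjusted p = 0.000135), by 0.48 in *ife-2* (adjusted p = 8.52e-06) and by 0.65 in *osm-5* (adjusted p = 0.00119), and its log2 fold change in *glp-1* was 0.03 (adjusted p = 0.857). Both *hsp-6* and *atfs-1* were also lower in wild type labelled 25 °C than in wild type labelled 20 °C. In mean CPM of total counts, *hsp-6* was at 594 against 1008 and *atfs-1* at 54.5 against 89.4. Their falls in *eat-2* and *osm-5* therefore cannot be told apart from a difference of the shared wild type. In the libraries labelled *ife-2*, *hsp-6* was lower still, at 238.

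Of the 15 stress response genes that the paper names, 14 were tested in *eat-2*, *ife-2* and *osm-5* and all 15 in *glp-1*, since *sod-5* had too few counts in the others. Up-regulated in the libraries labelled *ife-2* were *ckb-2*, *clec-67*, *dod-22*, *gcs-1*, *gst-4*, *sod-3*, T24B8.5 (*sysm-1*) and Y9C9A.8, and *hsp-4*, *hsp-6*, *hsp-60*, *nhr-57* and *trx-2* were down-regulated. In those labelled *eat-2*, *hsp-60* and *hsp-4* were up-regulated, and *hsp-6*, *hsp-16.2*, *dod-22* and *gcs-1* were down-regulated. The libraries labelled *osm-5* had higher *sod-3*, *dod-22* and T24B8.5 and lower *hsp-6* and *nhr-57*. In those labelled *glp-1*, *sod-3*, *gst-4*, *nhr-57* and T24B8.5 were up-regulated and *hsp-60* and *clec-67* were down-regulated. Without *osm-5* replicate 3 the 5 genes called in *osm-5* kept their directions and calls, and *gst-4*, *clec-67*, *hsp-60*, *hsp-16.2* and *trx-2* were called as well, so that 6 of the 14 were up-regulated and 4 down-regulated. The log2 fold change of *gst-4*, 3.09 with that library and not called, was then 0.87 (adjusted p = 7.44e-07), and that of *clec-67*, 0.78 with it, was 0.91 (adjusted p = 8.68e-06). That of *hsp-16.2* was -1.81 in place of -0.31 (adjusted p = 1.66e-05), and that of *trx-2* was -0.21 in place of 1.73 (adjusted p = 0.000870). Over all fits of these 4 genes that left out one library, the adjusted p ran up to 0.909. In *glp-1*, *hsp-16.2* had a log2 fold change of 2.78, and 1.35 without *glp-1* replicate 4. Annotated genes overlap *gst-4*, *nhr-57*, *sod-3*, *trx-2* and *ckb-2*, so the levels of these genes are uncertain.

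The paper reports enrichment in most of the mutants that it compares. It takes this to mean that several long-lived mutants up-regulate ATFS-1 target genes, among them some without a direct disruption of mitochondrial function.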

Interestingly, in six of the seven strains exhibiting a significant enrichment of ATFS-1–modulated genes (all except *ife-2*, where the role of ROS has not been tested), there is an increase in ROS that contributes to their longevity as treatment with antioxidants decreases their lifespan (Van Raamsdonk & Hekimi, 2009; Yang & Hekimi, 2010a; Zarse et al, 2012; Wei & Kenyon, 2016). This observation is consistent with the idea that ROS/oxidative stress is sufficient to activate the mitoUPR. As we have previously shown that exposure to a mild heat stress (35°C, 2 h) or osmotic stress (300 mM, 24 h) can extend lifespan but does not increase expression of the ATFS-1 target gene *hsp-6* (Dues et al, 2016), it appears that only specific genes or interventions that extend longevity result in the up-regulation of ATFS-1 target genes.

### Constitutively active *atfs-1* mutants have decreased lifespan despite enhanced resistance to stress

Having shown that ATFS-1 target genes are activated in multiple long-lived mutants, we sought to determine if ATFS-1 activation is sufficient to increase lifespan and whether the presence of ATFS-1 is required for normal longevity in wild-type worms. Despite having increased resistance to multiple stressors, both constitutively active *atfs-1* mutants (*et15* and *et17*) have decreased lifespan compared with wild-type worms (Fig 6A and B), which is consistent with a previous study finding shortened lifespan in *atfs-1(et17)* and *atfs-1(et18)* worms (Bennett et al, 2014). Despite having decreased resistance to multiple stressors, *atfs-1* deletion mutants (*gk3094*) had a lifespan comparable with wild-type worms (Fig 6C), as we previously observed (Wu et al, 2018). Combined, this indicates that constitutive activation of ATFS-1 does not increase lifespan in a wild-type background, despite having an important role in stress resistance.

**Figure 6.**
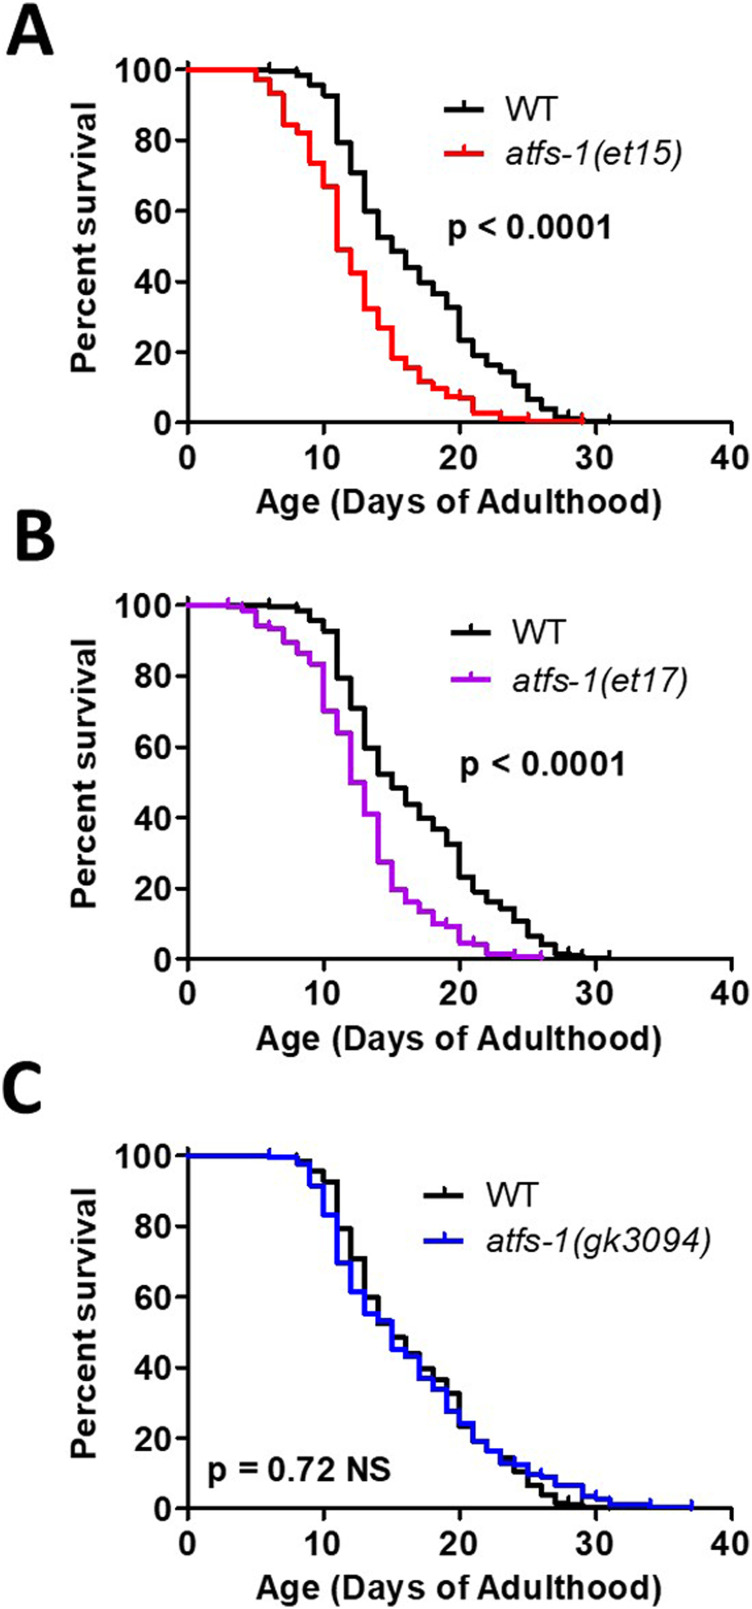
Activation of ATFS-1 does not increase lifespan. To determine the effect of ATFS-1 on aging, we quantified the lifespan of an *atfs-1* deletion mutant and two constitutively active *atfs-1* mutants. **(A, B)** Both constitutively active *atfs-1* mutants, *et15* and *et17*, have a significantly decreased lifespan compared with wild-type worms. **(C)** Disruption of *atfs-1* does not affect lifespan compared with wild-type worms. *atfs-1(gk3094)* is a loss of function mutant resulting from a deletion. *atfs-1(et15)* and *atfs-1(et17)* are constitutively active gain-of-function mutants. Data information: Statistical analysis was performed using the log-rank test. Statistical analysis, number of replicates, N, and raw lifespan data are available in Table S6.

## Discussion

Mitochondria are vital for organismal health as they perform multiple crucial functions within the cell including energy generation, metabolic reactions, and intracellular signaling. Therefore, maintenance of mitochondrial function during times of acute stress and throughout normal aging is important for cell and organismal survival. The mitoUPR is a conserved pathway that facilitates restoration of mitochondrial homeostasis after internal or external stressors. In this work, we demonstrate a crucial role for the mitoUPR transcription factor ATFS-1 in the genetic response to external stressors, which ultimately promotes survival of the organism.

Throughout these studies, we utilized two different constitutively active *atfs-1* mutants—*et15* and *et17*. These two mutants contain point mutations in the MTS and differ only by one two amino acids (*et15*: G6E, *et17*: R4H) (Rauthan et al, 2013). Although *atfs-1(et15)* and *atfs-1(et17)* mutants generally behave similarly, they do exhibit differences, most notably in resistance to chronic oxidative stress and resistance to bacterial pathogens in the slow kill assay. These differences may result from *atfs-1(et15)* mutants having more extensive changes in gene expression than *atfs-1(et17)* mutants (6,227 differentially expressed genes versus 958 differentially expressed genes) (Wu et al, 2018). The *et15* mutation may be more disruptive to the MTS than *et17*, thereby resulting in increased nuclear localization and more widespread changes in gene expression.

### ATFS-1 is not required for normal longevity

A number of studies have directly or indirectly examined the role of the mitoUPR and ATFS-1 in longevity. In these studies, activation of the mitoUPR was typically measured using a mitoUPR reporter strain expressing GFP under the promoter of *hsp-6*, which is a target gene of ATFS-1 and the mitoUPR.

A relationship between the mitoUPR and longevity was first supported by the observation that disruption of the mitochondrial electron transport chain due to RNAi knockdown of the cytochrome c oxidase-1 (*cco-1*) gene resulted in both activation of the mitoUPR (Yoneda et al, 2004; Durieux et al, 2011) and increased lifespan (Dillin et al, 2002). Since then, other lifespan-extending mutations have also been shown to activate the mitoUPR, including three long-lived mitochondrial mutants, *clk-1*, *isp-1*, and *nuo-6* (Wu et al, 2018).

To explore this relationship in a more comprehensive manner, Runkel et al (2014) compiled a list of genes that activate the mitoUPR and examined their effect on lifespan. Of the 99 genes reported to activate the mitoUPR, 58 genes result in increased lifespan, although only 7 result in decreased lifespan (Runkel et al, 2014). Bennet et al (2014) performed an RNAi screen to identify RNAi clones that increase expression of a mitoUPR reporter strain (*hsp-6p::GFP*) and quantified the effect of a selection of the mitoUPR-inducing clones on lifespan (Bennett et al, 2014). Of the 19 examined RNAi clones, 10 RNAi clones increased lifespan, while 6 decreased lifespan (Bennett et al, 2014). Using a similar approach to screen for compounds that activate a mitoUPR reporter strain (*hsp-6p::GFP*), metolazone was identified as a compound that activates the mitoUPR and extends lifespan in an ATFS-1–dependent manner (Ito et al, 2021). Combined, these results indicate that there are multiple genes or interventions which activate the mitoUPR and extend longevity, but there are also instances where these phenotypes are uncoupled.

Multiple experiments including the present study have examined the effect of the mitoUPR on lifespan directly by either increasing or decreasing the expression of components of the mitoUPR. RNAi knockdown of *atfs-1* expression does not decrease wild-type lifespan (Bennett et al, 2014; Tian et al, 2016; Wu et al, 2018) nor do deletions in the *atfs-1* gene decrease wild-type lifespan (Fig 6; [Bennett et al, 2014; Wu et al, 2018]). Thus, despite mitoUPR activation being correlated with longevity, ATFS-1 is not required for normal lifespan in a wild-type animal.

### ATFS-1 mediates lifespan extension in long-lived mutants

Although ATFS-1 is dispensable for wild-type lifespan, it is required for lifespan extension of multiple long-lived mutants. Longevity can be extended by disrupting mito-nuclear protein balance through knocking down the expression of mitochondrial ribosomal protein S5 (*mrsp-*5), which also increases the expression of the mitoUPR target gene *hsp-6*. The magnitude of the lifespan extension caused by *mrsp-5* RNAi is decreased by knocking down the key mitoUPR component gene *haf-1* or *ubl-5* (Houtkooper et al, 2013). In the long-lived mitochondrial mutant *nuo-6*, disruption of *atfs-1* completely reverts the long lifespan to wild-type length, and treatment with *atfs-1* RNAi has similar effects (Wu et al, 2018). In the mitochondrial mutant *isp-1*, knocking down a key initiator of mitoUPR, *ubl-5*, decreases their long lifespan but has no effect on the lifespan of wild-type worms (Durieux et al, 2011). In contrast, it has been reported that knockdown of *atfs-1* using RNAi does not decrease *isp-1* lifespan (Bennett et al, 2014). However, it is possible that in the latter study, the magnitude of knockdown may not have been sufficient to have effects on lifespan as lifelong exposure to *atfs-1* RNAi prevents larval development of *isp-1* worms (Baker et al, 2012; Wu et al, 2018). Similarly, differing results have been obtained for the requirement of the mitoUPR in the extended lifespan resulting from *cco-1* knockdown. Although it has been reported that mutation of *atfs-1* does not decrease the lifespan of worms treated with *cco-1* RNAi, despite preventing activation of mitoUPR reporter (Bennett et al, 2014), a subsequent study found that *atfs-1* RNAi decreases the extent of lifespan extension resulting from *cco-1* RNAi (Tian et al, 2016). Although differing results have been observed in some cases, overall, these studies suggest that ATFS-1 and the mitoUPR have a role in mediating the lifespan extension in a subset of long-lived mutants.

Despite the fact that long-lived mutants with chronic activation of the mitoUPR depend on ATFS-1 for their long lifespan, our current results using the constitutively active *atfs-1(et15)* and *atfs-1(et17)* mutants, as well as previous results using constitutively active *atfs-1* mutants (*et17* and *et18*), show that constitutive activation of ATFS-1 in wild-type worms results in decreased lifespan (Fig 6) (Bennett et al, 2014). This may be partially due to activation of ATFS-1, increasing the proportion of damaged mtDNA when heteroplasmy exists (Lin et al, 2016). Consistent with this finding, overexpression of the mitoUPR target gene *hsp-60* also leads to a small decrease in lifespan (Jeong et al, 2017). In contrast, overexpression of a different mitoUPR target gene, *hsp-6*, is sufficient to increase lifespan (Yokoyama et al, 2002). It has also been shown that a hypomorphic reduction-of-function mutation allele of *hsp-6* (*mg583*) also increases lifespan, whereas *hsp-6* null mutations are thought to be lethal (Mao et al, 2019). Combined, these results indicate that chronic activation of the mitoUPR is mildly detrimental for wild-type lifespan, but that modulation of specific target genes can be beneficial.

It is important to note that the lifespan assays completed in this study and previous studies were completed under laboratory conditions, which are believed to be relatively unstressed. It is possible that constitutive activation of ATFS-1 may increase lifespan in an uncontrolled environment where worms encounter external stressors, as observed with our various stress assays. The magnitude of ATFS-1 activation may impact its effect on stress resistance and lifespan. Perhaps, a milder activation of ATFS-1 will be more beneficial with respect to lifespan, which could be determined through dose–response experiments involving RNAi-mediated knockdown of *atfs-1* in the constitutively active *atfs-1* mutants.

### ATFS-1 is necessary for stress resistance in wild-type animals

Although ATFS-1 is not required for longevity in wild-type animals, it plays a significant role in protecting animals against exogenous stressors. Disrupting *atfs-1* function decreases organismal resistance to oxidative stress, heat stress, osmotic stress, and anoxia (Fig 4). Additionally, we previously determined that inhibiting *atfs-1* in long-lived *nuo-*6 worms completely suppressed the increased resistance to oxidative stress, osmotic stress, and heat stress typically observed in that mutant (Wu et al, 2018) and that disruption of *atfs-1* in Parkinson’s disease mutants *pdr-1* and *pink-1* decreased their resistance to oxidative stress, osmotic stress, heat stress, and anoxia (Cooper et al, 2017). Combined, these results demonstrate that ATFS-1 is required for resistance to multiple exogenous stressors.

Even though ATFS-1 is required for the up-regulation of stress response genes in response to bacterial pathogens (Fig 3), disruption of *atfs-1* (*gk3094* mutation) did not decrease bacterial pathogen resistance. Similarly, another *atfs-1* deletion mutation (*tm4919*) was found not to affect survival during exposure to *P. aeruginosa* (Pellegrino et al, 2014). In contrast, Jeong et al (2017) did observe decreased bacterial pathogen survival in *atfs-1(gk3094)* mutants (Jeong et al, 2017). Knocking down *atfs-1* through RNAi also inconsistently decreased survival on *P. aeruginosa* (e.g., Fig 3A versus Fig 3H in Pellegrino et al [2014]). It is unclear why disruption of *atfs-1* has a variable effect on bacterial pathogen resistance but may result from subtle differences in the way the assay is conducted.

Consistent with our finding that *atfs-1* deletion does not decrease resistance to bacterial pathogens in wild-type worms, we have shown that baseline expression of innate immunity genes in wild-type animals is also not affected by disruption of *atfs-1* (Campos et al, 2021). In contrast, disrupting genes involved in the p38-mediated innate immune signaling pathway does decrease resistance to bacterial pathogens and does decrease the expression of innate immunity genes in a wild-type background (Campos et al, 2021). Combined, this indicates that baseline levels of innate immunity gene expression and bacterial pathogen resistance are dependent on the p38-mediated innate immune signaling pathway and are not dependent on ATFS-1. In contrast, the expression of innate immunity genes can be enhanced by activation of ATFS-1, either in *nuo-6* mutants (Campos et al, 2021) or constitutively active *atfs-1* mutants (Fig 4G).

Decreasing the expression of a downstream ATFS-1 target gene, *hsp-60*, by RNAi caused a robust decrease in organismal survival on *P. aeruginosa* (Jeong et al, 2017). As we have previously found that disrupting *atfs-1* induces up-regulation of other protective cellular pathways (Wu et al, 2018), and others have observed a similar phenomenon when a mitoUPR downstream target, *hsp-6*, is disrupted (Kim et al, 2016), it is possible that the up-regulation of other stress pathways may compensate for the inhibition of the mitoUPR in *atfs-1* deletion mutants, ultimately yielding wild-type or increased levels of resistance to bacterial pathogens and hiding the normal role of the mitoUPR in resistance to bacterial pathogens.

### Activation of ATFS-1 enhances resistance to exogenous stressors

In this work, we show that constitutive activation of ATFS-1 (*atfs-1(et15)* and *atfs-1(et17)* mutants) is sufficient to increase resistance to multiple different exogenous stressors, including oxidative stress, ER stress, osmotic stress, anoxia, and bacterial pathogens. Previous studies have shown that activating the mitoUPR, either through *spg-7* RNAi or through a constitutively active *atfs-1(et15)* mutant, decreased risk of death after anoxia–reperfusion (Pena et al, 2016) and that constitutively active *atfs-1(et18)* mutants have increased resistance to *P. aeruginosa* (Pellegrino et al, 2014). Overexpression of the mitoUPR target gene *hsp-60* also increases resistance to *P. aeruginosa* (Jeong et al, 2017). These results support a clear role for ATFS-1 in surviving external stressors.

Although ATFS-1 activation protects against multiple external stressors, not all of these stressors activate ATFS-1. Previously, we exposed a mitoUPR reporter strain (*hsp-6p::GFP*) to heat stress, cold stress, osmotic stress, anoxia, oxidative stress, starvation, ER stress, and bacterial pathogens, and only oxidative stress increased mitoUPR activity (Dues et al, 2016). As the constitutively active *atfs-1* mutants (*et15* and *et17*) exhibit activation of the mitoUPR under unstressed conditions (e.g., up-regulation of *hsp-6* in Fig 1A; up-regulation of many other stress pathway target genes Fig 2; increased fluorescence of *hsp-6* and *hsp-60* reporter strains in Rauthan et al [2013]), it is likely that the activation of the mitoUPR and downstream stress response pathways under unstressed conditions is primarily responsible for the increased resistance to stress that we observe in the constitutively active *atfs-1* mutants.

### ATFS-1 up-regulates target genes of multiple stress response pathways

In exploring the mechanism by which ATFS-1 and the mitoUPR modulate stress resistance, we found that activation of ATFS-1, through mild impairment of mitochondrial function (*nuo-6*) or through constitutive activation of ATFS-1 (*atfs-1(et15)*), causes up-regulation of genes involved in multiple stress response pathways, including the ER-UPR pathway, the Cyto-UPR pathway, the DAF-16–mediated stress response pathway, the SKN-1–mediated oxidative stress response pathway, the HIF-mediated hypoxia response pathway, the p38-mediated innate immune response pathway, and antioxidant genes (Fig 2). These findings are consistent with those of earlier work demonstrating a role for ATFS-1 in up-regulating innate immunity genes. Pellegrino et al (2014) reported a 16% (59/365 genes) overlap between genes up-regulated by activation of the mitoUPR through treatment with *spg-7* RNAi and genes up-regulated by exposure a bacterial pathogen (Pellegrino et al, 2014). A connection between the mitoUPR and the innate immunity pathway was also suggested by the finding that overexpression of a mitoUPR downstream target, *hsp-60*, increases expression of three innate immunity genes: *T24B8.5/sysm-1*, *C17H12.8*, and *K08D8.5* (Jeong et al, 2017). Our results clearly indicate that the role of ATFS-1 in stress response pathways is not limited to the innate immunity but extends to multiple stress response pathways, thereby providing a mechanistic basis for the effect of ATFS-1 on resistance to stress.

Although our results do not definitively distinguish between direct or indirect regulation of genes and other stress response pathways by ATFS-1, analysis of previous CHiP-seq experiments demonstrates that ATFS-1 can bind to the same genes as other stress-responsive transcription factors including HSF-1, DAF-16, HIF-1, SKN-1, and ATF-7. The ability of ATFS-1 to bind to these genes suggests that ATFS-1 may be able to directly regulate a subset of target genes of other stress response pathways.

### Conclusions

The mitoUPR is required for animals to survive exposure to exogenous stressors, and activation of this pathway is sufficient to enhance resistance to stress (Table S5). In addition to up-regulating genes involved in restoring mitochondrial homeostasis, the mitoUPR increases stress resistance by up-regulating the target genes of multiple stress response pathways. Although increased stress resistance has been associated with long lifespan, and multiple long-lived mutants exhibit activation of the mitoUPR, constitutive activation of ATFS-1 shortens lifespan while increasing resistance to stress, indicating that the role of ATFS-1 in stress resistance can be experimentally dissociated from its role in longevity. Overall, this work highlights the importance of the mitoUPR in not only protecting organisms from internal stressors but also improving organismal survival upon exposure to external stressors.

Table S5 Effect of modulating ATFS-1 levels and activation on stress resistance and lifespan.

## Materials and Methods

### Strains

*C. elegans* strains were obtained from the *Caenorhabditis* Genetics Center (CGC): N2 (wild-type), *nuo-6(qm200)*, *atfs-1(gk3094)*, *nuo-6(qm200);atfs-1(gk3094)*, *atfs-1(et15)*, *atfs-1(et17)*, *ife-2 (ok306)*, *clk-1(qm30)*, *sod-2(ok1030)*, *eat-2(ad1116)*, *osm-5(p813)*, *isp-1(qm150)*, *daf-2(e1370)*, and *glp-1(e2141)*. Strains were maintained at 20°C on nematode growth medium (NGM) plates seeded with OP50 *Escherichia coli*. *atfs-1(et15)* and *atfs-1(et17)* were outcrossed 10 times (Rauthan et al, 2013), and *atfs-1(gk3094)* were outcrossed six times. Young adult worms are picked on day 1 of adulthood before egg laying begins. The worms were not synchronized but picked visually as close to the L4-adult transition as possible.

### Gene expression in response to stress

#### Stress treatment

Young adult worms were subject to different stress before mRNA was collected. For heat stress, worms were incubated at 35°C for 2 h and 20°C for 4 h. For oxidative stress, worms were transferred to plates containing 4 mM paraquat and 100 0μM FUdR for 48 h. FUdR was used for these samples because (1) with the 2-d duration of this stress, worms can produce progeny which would complicate the collection of the experimental worms; and (2) 4 mM paraquat often results in internal hatching of progeny when FUdR is absent, which might have affected the results. Because FUdR has the potential to alter gene expression, the control worms for the 48-h 4 mm paraquat stress were also treated with 100 μM FUdR. For ER stress, worms were transferred to plates containing 5 μg/ml tunicamycin for 24 h. For osmotic stress, worms were transferred to plates containing 300 mM NaCl and left for 24 h. For bacterial pathogen stress, worms were transferred to plates seeded with *P. aeruginosa* strain PA14 and left for 4 h. For anoxic stress, worms were put in BD Bio-Bag Type A Environmental Chambers (Becton, Dickinson and Company) for 24 h and left to recover for 4 h. For unstressed control conditions, worms were collected at the young adult stage for heat stress and bacterial pathogens; 24 h after the young adult stage for osmotic stress, ER stress and anoxia; and 48 h after the young adult stage for oxidative stress.

#### RNA isolation

RNA was harvested, as described previously (Schaar et al, 2015). The plates of worms were washed three times using M9 buffer to remove bacteria and resuspended in TRIzol reagent. Worms were frozen in a dry ice/methanol bath and then thawed three times and left at room temperature for 15 min. Chloroform was added to the tubes, and the mixture was left to sit at room temperature for 3 min. The tubes were then centrifuged at 12,000*g* for 15 min at 4°C. The upper phase containing the RNA was transferred to a new tube, mixed with isopropanol, and allowed to sit at room temperature for 10 min. The tubes were centrifuged at 12,000*g* for 10 min at 4°C. The RNA pellet was washed with 75% ethanol and resuspended in RNAse-free water.

#### Quantitative RT-PCR

mRNA was converted to cDNA using a High-Capacity cDNA Reverse Transcription kit (Life Technologies/Invitrogen), as described previously (Machiela et al, 2016). qPCR was performed using a PowerUp SYBR Green Master Mix kit (Applied Biosystems) in a Viia 7 RT-PCR machine from Applied Biosystems. All experiments were performed with at least three biological replicates collected from different days. mRNA levels were normalized to *act-3* levels and then expressed as percentage of wild-type. Primer sequences are as follows:

*gst-4* (CTGAAGCCAACGACTCCATT, GCGTAAGCTTCTTCCTCTGC),
*hsp-4 (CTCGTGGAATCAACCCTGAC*, *GACTATCGGCAGCGGTAGAG)*,
*hsp-6 (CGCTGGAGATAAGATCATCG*, *TTCACGAAGTCTCTGCATGG)*,
*hsp-16.2 (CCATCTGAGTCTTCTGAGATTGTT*, *CTTTCTTTGGCGCTTCAATC)*,
*sod-3 (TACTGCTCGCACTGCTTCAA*, *CATAGTCTGGGCGGACATTT)*,
*sod-5 (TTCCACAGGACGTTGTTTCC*, *ACCATGGAACGTCCGATAAC)*,
*nhr-57 (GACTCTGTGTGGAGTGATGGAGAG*, *GTGGCTCTTGGTGTCAATTTCGGG)*,
*gcs-1 (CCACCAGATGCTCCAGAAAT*, *TGCATTTTCAAAGTCGGTC)*,
*trx-2 (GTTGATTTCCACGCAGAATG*, *TGGCGAGAAGAACACTTCCT)*,
*Y9C9A.8 (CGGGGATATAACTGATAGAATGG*, *CAAACTCTCCAGCTTCCAACA)*,
*T24B8.5 (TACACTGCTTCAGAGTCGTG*, *CGACAACCACTTCTAACATCTG)*,
*clec-67 (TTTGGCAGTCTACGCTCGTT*, *CTCCTGGTGTGTCCCATTTT)*,
*dod-22 (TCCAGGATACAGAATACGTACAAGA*, *GCCGTTGATAGTTTCGGTGT)*,
*ckb-2 (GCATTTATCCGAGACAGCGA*, *GCTTGCACGTCCAAATCAAC)*,
*act-3 (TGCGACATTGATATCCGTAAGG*, *GGTGGTTCCTCCGGAAAGAA)*.

### RNA sequencing and bioinformatics analysis

RNA sequencing was performed previously (Dues et al, 2017; Senchuk et al, 2018), and raw data are available on the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO): GSE93724 (Senchuk et al, 2018), GSE110984 (Wu et al, 2018). Bioinformatics analysis for this study was used to determine differentially expressed genes and identify the degree and significance of overlaps between genes sets.

#### Determining differentially expressed genes

Samples were processed using an RNA-seq pipeline based on the bcbio-nextgen project (https://bcbio-nextgen.readthedocs.org/en/latest/). We examined raw reads for quality issues using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) in order to ensure library generation, and sequencing data were suitable for further analysis. If necessary, we used cutadapt https://cutadapt.readthedocs.io/en/stable/ to trim adapter sequences, contaminant sequences such as polyA tails, and low-quality sequences from reads. We aligned trimmed reads to the Ensembl build WBcel235 (release 90) of the *C. elegans* genome using STAR (Dobin et al, 2013). We assessed the quality of alignments by checking for evenness of coverage, ribosomal RNA content, genomic context of alignments (e.g., alignments in known transcripts and introns), complexity, and other quality checks. To quantify expression, we used Salmon (Patro et al, 2017) to find transcript-level abundance estimates and then collapsed down to the gene level using the R Bioconductor package tximport (Soneson et al, 2015). Principal components analysis and hierarchical clustering methods were used to validate clustering of samples from the same batches and across different mutants. We used the R Bioconductor package DESeq2 (Love et al, 2014) to find differential expression at the gene level. For each wild-type mutant comparison, we identified significant genes with an false discovery rate threshold of 0.01. Lastly, we included batch as a covariate in the linear model for datasets in which experiments were run across two batches.

#### Venn diagrams

Weighted Venn diagrams were produced by inputting gene lists into BioVenn (https://www.biovenn.nl/). Percentage overlap was determined by dividing the number of genes in common between the two gene sets by the gene list with the smaller gene list.

#### Significance of overlap and enrichment

The significance of overlap between two gene sets was determined by comparing the actual number of overlapping genes with the expected number of overlapping genes based on the sizes of the two gene sets (expected number = number of genes in set 1 × number of genes in set 2/number of genes in genome detected). Enrichment was calculated as the observed number of overlapping genes/the expected number of overlapping genes if genes were chosen randomly.

### Resistance to stress

For acute oxidative stress, young adult worms were transferred onto plates with 300 μM juglone and survival was measured every 2 h for a total of 10 h. For chronic oxidative stress, young adult worms were transferred onto plates with 4 mM paraquat and 100 μM FUdR and survival was measured daily until death.

For heat stress, young adult worms were incubated in 37°C and survival was measured every 2 h for a total of 10 h. For osmotic stress, young adult worms were transferred to plates containing 450 or 500 mM NaCl and survival was measured after 48 h. For anoxic stress, plates with young adult worms were put into BD Bio-Bag Type A Environmental Chambers for 75 h and survival was measured after a 24-h recovery period.

Resistance to ER stress was tested by transferring young adult worms to agar plates containing either 50 μg/ml tunicamycin (654380; EMD Millipore) in 0.5% DMSO (472301; Sigma-Aldrich) or 0.5% DMSO only at 20°C. Survival was measured every day until death.

Two different bacterial pathogenesis assays involving *P. aeruginosa* strain PA14 were performed. In the slow kill assay, worms are thought to die from intestinal colonization of the pathogenic bacteria, whereas in the fast kill assay, worms are thought to die from a toxin secreted from the bacteria (Kirienko et al, 2014). The slow kill assay was performed, as described previously (Pellegrino et al, 2014; Wu et al, 2019). In the first protocol (Pellegrino et al, 2014), PA14 cultures were grown overnight and seeded to center of a 35-mm NGM agar plate. The plates were left to dry overnight and then incubated in 37°C for 24 h. The plates were left to adjust to room temperature before ∼40 L4 worms were transferred onto the plates. The assay was conducted 25°C, and the plates were checked twice a day until death. In the second protocol (Wu et al, 2019), overnight PA14 culture were seeded to the center of a 35-mm NGM agar plate containing 20 mg/l FUdR. The plates were incubated at 37°C overnight and then at room temperature overnight before ∼40 d, three adults were transferred onto these plates. The assay was conducted 20°C, and the plates were checked daily until death. The fast kill pathogenesis assay was performed, as described previously (Kirienko et al, 2014). PA14 cultures were grown overnight and seeded to peptone–glucose–sorbitol agar plates. Seeded plates were left to dry for 20 min at room temperature before incubation at 37°C for 24 h and then at 23°C for another 24 h. Approximately 30 L4 worms were transferred onto the plates and were scored as dead or alive at 2, 4, 6, 8, and 24 h. Fast kill plates were kept at 23°C in between scoring time points.

### Lifespan

All lifespan assays were performed at 20°C. Lifespan assays included FUdR to limit the development of progeny and the occurrence of internal hatching. Based on our previous studies, a low concentration of FUdR (25 mM) was used to minimize potential effects of FUdR on lifespan (Van Raamsdonk & Hekimi, 2011). Animals were excluded from the experiment if they crawled off the plate or died of internal hatching of progeny or expulsion of internal organs.

### Statistical analysis

All of our statistical analyses are provided in Table S6 including the number of replicates, worms per replicate, statistical test utilized, and all *P*-values. To ensure unbiased results, all experiments were conducted with the experimenter blinded to the genotype of the worms. For all assays, a minimum of three biological replicates of randomly selected worms from independent populations of worms on different days were used. For analysis of lifespan, oxidative stress, and bacterial pathogen stress, a log-rank test was used. For analysis of heat stress, repeated measures ANOVA was used. For analysis of osmotic stress and anoxic stress, a one-way ANOVA with Dunnett’s multiple comparisons test was used. For quantitative PCR results, we used a two-way ANOVA with the Bonferroni post hoc test. For all bar graphs, error bars indicate the standard error of the mean and bars indicate the mean.

Table S6 Statistical analysis and source data.

## Data Availability

RNA-seq data have been deposited on GEO: GSE93724, GSE110984. All other data and strains generated in the current study are included with the article or available from the corresponding author on request.

## Supplementary Material

Reviewer comments

# Supplementary material for: Activation of mitochondrial unfolded protein response protects against multiple exogenous stressors
**Source:** Life Sci Alliance. 2021 Sep 28;4(12):e202101182. doi: 10.26508/lsa.202101182
**Supplement:** Supplementary file 5

**Table S5. Effect of modulating ATFS-1 levels and activation on stress resistance and lifespan.**

|  | ***atfs-1(et15)***  **Gain-of-function** | ***atfs-1(et17)***  **Gain-of-function** | ***atfs-1(gk3094)***  **Loss-of-function** |
| --- | --- | --- | --- |
| Acute oxidative stress resistance | **↑** | **↑** | **↓** |
| Chronic oxidative stress resistance | **↓** | **↑** | **↓** |
| Heat stress resistance | **↓** | **=** | **↓** |
| ER stress resistance | **↑** | **↑** | **=** |
| Osmotic stress resistance | **↑** | **↑** | **↓** |
| Anoxia resistance | **↑** | **↑** | **↓** |
| Bacterial pathogens resistance (fast kill) | **↑** | **↑** | **↑** |
| Bacterial pathogens resistance (slow kill) | **==** | **↓↑** | **↑↑** |
| Lifespan | **↓** | **↓** | **=** |

How the deposited data were processed for this re-analysis (not part of the article)

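Messenger RNA of whole worms was sequenced in 36 libraries, 6 for each of the labels wild type 20 °C, *eat-2*, *ife-2*, *osm-5*, wild type 25 °C and *glp-1*. The authors deposited one table of counts per gene. As they describe it, reads were trimmed with cutadapt where needed, aligned with STAR to Ensembl WBcel235 (release 90) to assess quality, and quantified with Salmon, and transcript estimates were collapsed to genes with tximport in a pipeline based on bcbio-nextgen. The authors give no versions of these tools. The 36 libraries were run over 3 flowcells, each of which held all libraries. The values are whole numbers, and the table holds 46093 genes, of which 27472 have a count in at least 1 library. Names were taken from the Ensembl annotation of the same build, release 115, and matched 43540 of the identifiers. Whether the counting used the strand of the reads is not stated, so genes that overlap others are marked as uncertain. Sequences shared with related genes were not examined.

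Libraries were grouped by the genotype and temperature in their labels, and no library was left out of the reported values. The libraries labelled *eat-2*, *ife-2* and *osm-5* were compared with wild type labelled 20 °C, and those labelled *glp-1* with wild type labelled 25 °C. Wild type labelled 25 °C was also compared with wild type labelled 20 °C. Libraries of *clk-1*, *isp-1*, *nuo-6*, *sod-2*, *daf-2* and *atfs-1* mutants were not analysed here. The paper includes batch as a covariate for datasets run in 2 batches. The labels give no batch, so no batch term was fitted.

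Differential expression was tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, with TMM normalization, on genes with at least 10 counts in at least 6 of the 12 libraries compared. A gene was called at a Benjamini-Hochberg adjusted p below 0.01, with no threshold on its fold change. Total counts ran from 35524715 to 55878280 per library. A group whose libraries all had 3 counts or fewer was set at this floor, so that its fold changes are given as lower bounds. These bounds cover counting error only. The test was tested on simulated data: of 200 genes changed in simulated libraries, edgeR recovered 90.5% with 2.16% false calls, edgeR with a replicate block recovered 90.0% with 1.64%, and DESeq2 recovered 92.0% with 5.15%. The limits for passing this check, over 85% recovered and under 10% false, were loosened after its results were seen.

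Gene lists were taken from Table S3 (*spg-7* RNAi with 358 matched genes, DAF-16 with 1346, innate immunity with 299, HIF-1 with 55, SKN-1 with 1036, Cyto-UPR with 1628, ER-UPR with 159 and antioxidant with 78) and from Table S2 (genes up-regulated in *nuo-6* in an ATFS-1-dependent manner with 1670, the part of these also up-regulated in *atfs-1(et15)* with 604, and the 61 genes shared by all its lists). The 186 genes shared by the *spg-7* RNAi list and the complete *atfs-1(et15)* list were taken from Table S4. The copy of the complete *atfs-1(et15)* list was not used. Lists of germ line (20 genes), oocyte (20), sperm (20), yolk (6) and molting (25) genes were written from general knowledge. Enrichment was the observed divided by the expected overlap with up-regulated genes, with the tested genes as the background, and was tested by a two-sided Fisher's exact test. It was adjusted over 8 tests for the ATFS-1 lists and over 28 tests for the 7 other lists of Table S3. The median log2 fold change of each germ line, stage and molting list was placed among 10000 random lists of the same size, drawn from 20 bins of mean expression.

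Scores per library were means of log2 CPM with a prior count of 2, compared by an exact two-sided permutation test of 924 arrangements. Set tests used camera with a preset correlation of 0.01, camera with an estimated correlation, and fry, from limma 3.58.1 on voom values. The genes named in the text were fixed by a rule: the mutated genes and *atfs-1*, the 14 stress response genes that the paper names in Figs 1 and 3 together with *hsp-60*, which its discussion names, the 3 genes of the *spg-7* RNAi list that rose most and the 1 that fell most in each mutant, and the 2 largest rises and falls in each comparison. Genes chosen by size had an adjusted p below 0.01, a mean of at least 10 counts per library and groups without overlap. Genes outside this rule are said to be picked after their values were seen.

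The alternatives were DESeq2 1.42.0 in place of edgeR, DESeq2's size factors, scaling by total counts alone, upper-quartile scaling, no filter on low counts, all 36 libraries in one fit, the replicate number as a block, an adjusted p below 0.05, at least a 2-fold change, all genes detected as the background, a background matched on mean expression, a prior count of 0.5, scores without subtraction of all genes, wild type labelled 20 °C as the control of *glp-1*, and leaving out each library in turn. The fits of the stress lists, the stage lists and 3 other ATFS-1 lists in *osm-5* without *osm-5* replicate 3, and the values for the *spg-7* RNAi list in *osm-5* with equal numbers of genes taken by p, were added after seeing the data. The block for scores used 64 sign flips, which allow a smallest p of 0.0312. Other groupings were tested on 100 of the 462 splits of the 12 libraries of each comparison into 6 and 6. Simulations of a shared control used 100 repeats. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.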

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

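Leaving out each library in turn was set for every comparison at the start. The tests of the enrichment of 1.73 with an equal number of genes, of exon length in *osm-5* replicate 3 and of the labels, scaling, library size and stage of the libraries labelled *ife-2* were chosen only after the result was seen.

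Of 28 groups of 6 libraries examined with Dixon's test, 7 had one library far from the others, where 1.4 were expected by chance. In 5 of them the measure was the median exon length of genes weighted by their counts. It was 537 nt in *osm-5* replicate 3 (the nearest other library was at 1577), 1612 nt in wild type labelled 20 °C replicate 5 (1686), 1474 nt in *eat-2* replicate 2 (1582), 1439 nt in *ife-2* replicate 2 (1537) and 1470 nt in wild type labelled 25 °C replicate 2 (1574). No explanation, technical or biological, was tested for the last 4.

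*osm-5* replicate 3 also had the lowest TMM factor, 0.386, and 45.4% of its counts on protein-coding genes fell on genes with less than 500 nt of exons. Across 14392 genes, which are not independent replicates, its log2 ratio to the other *osm-5* libraries had a Spearman correlation of -0.672 with exon length, where each of the other 5 libraries, set against the other 4 of them, had between -0.250 and 0.398. Its level of *osm-5* was 0.141 CPM of total counts, from 6 counts, where the lowest wild-type library labelled 20 °C was at 2.82. Other transcripts were also low in this library, with *hsp-6* at 104 CPM where the other *osm-5* libraries had at least 506. A mislabelled sample therefore cannot be told apart from a correctly labelled one by this level, since a wild-type library with the same excess of short transcripts could have a low level as well. Without this library the enrichment of the *spg-7* RNAi list in *osm-5* was 1.12 in place of 1.73. All 41 list genes called with it were still called, but so were more genes outside the list. With an equal number of genes, the 1162 of lowest p among those with a rise, the enrichment was 1.18 without this library and at least 1.52 without any other of the 12, a comparison added after the 1.18 was seen. The enrichment of 1.73 therefore depends on this library, and on the number of genes called, since it was 1.13 with this library kept and 3548 genes taken. Whether the excess of short transcripts underlies it was not tested, and no biological explanation was tested for this library.

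Wild type labelled 25 °C replicate 3 had a higher score for the *spg-7* RNAi list than the other 5 libraries of its group. It was 0.107 in the comparison with *glp-1*, where the nearest library was at 0.0152, and 0.0785 in the comparison with wild type labelled 20 °C, where the nearest was at -0.0158. Both values come from one library, so they count once. With each library left out in turn, the difference between the libraries labelled *glp-1* and their wild type was 0.20 to 0.26. No explanation, technical or biological, was tested.

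The score of the same list differed between mutant labels at 20 °C when the 18 libraries were normalized together (exact two-sided permutation test, adjusted over 3 pairs). By exact permutation, the difference was -1.49 for *eat-2* minus *ife-2* (adjusted p = 0.00325), -0.23 for *eat-2* minus *osm-5* (adjusted p = 0.00433) and 1.26 for *ife-2* minus *osm-5* (adjusted p = 0.00325). A difference in germ line or reproductive stage may contribute: of the germ line, oocyte, sperm and yolk lists, 4 had a median in the outer 1% of random lists in *ife-2*, 3 in *eat-2* and 0 in *osm-5*. In *osm-5*, however, the yolk list entered the outer 1% without replicate 3, a test chosen after seeing the data, so this explanation stays open there too. Genotype and label errors stay open, since the *ife-2* transcript was raised in the libraries labelled *ife-2* and reduced in those labelled *eat-2*.

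Wild type labelled 25 °C, which the paper does not compare with wild type labelled 20 °C, had 2139 up-regulated and 1808 down-regulated genes of 16506. Among 100 splits of the 12 libraries into 6 and 6, the real one included, 1 gave as many genes, which was the real one. With scaling by total counts alone the counts were 868 and 3646, so the balance of rises and falls depends on the scaling: the share of calls that were up-regulated moved from 54.2% to 19.2% and the median log2 fold change of all genes from -0.02 to -0.18. Temperature, the difference that the labels name, stays open and was not tested apart from the labels. A difference in germ line or reproductive stage stays open as well, since the oocyte, sperm and yolk lists lay in the outer 1% of random lists.

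The germ line list had a median log2 fold change of -8.37 in the libraries labelled *ife-2*, with all 20 genes down-regulated and the median below all 10000 random lists. The oocyte list had a median of -8.94 and the sperm list of -5.31, or -5.18 with 2 genes set at their bound. The sperm list includes major sperm protein genes of nearly the same sequence, whose counts are uncertain. Of abundant germ line genes, *glh-1* was at 7.15 CPM of total counts against 524 in wild type, *puf-5* at 0.779 against 454 and *msp-3* at 0.827 against 68.4. Scaling argues against itself as the cause, since the median was -8.89 with total counts alone. The log2 ratio of the median library totals was 0.0106, which argues against library size. A younger stage needs less yolk, and the yolk list rose by 2.26. An exchange of the *ife-2* and *glp-1* labels alone needs a reduced *ife-2* transcript under the label *glp-1*, where it rose by 0.83. A mislabelled group stays open, since *ife-2* itself rose by 1.60 under its own label, and so does an effect of genotype. A candidate explanation is that these 6 libraries come from worms without a germ line, which is what the paper describes for *glp-1* mutants.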

How the results depend on the processing

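The stress lists, the stage lists and 3 other ATFS-1 lists in *osm-5* without *osm-5* replicate 3, and the *spg-7* RNAi list in *osm-5* with an equal number of genes, are the tests in this part that were chosen only after the result was seen. The other alternatives in this part, and the comparisons, thresholds and lists they apply to, were set before the data were examined. Over 220 results, 2706 alternative values were computed. Of these, 2464 kept their direction and their side of the threshold, or for counts lay within 1.5 times the reported count. The other 242 changed: 116 were weaker, 39 stronger, 39 moved and 48 reversed, with 121 of the 242 from leaving out a library and changing nothing else. The enrichments of both ATFS-1 lists in *glp-1* and *ife-2* and the counts in *ife-2*, apart from those given here, did not change under any alternative. Apart from where the construction shows it, the cause was not tested.

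Scaling by total counts alone gave 1403 up-regulated and 3805 down-regulated genes in *eat-2*, 4479 up in *ife-2*, 229 up in *osm-5*, 3160 up and 857 down in *glp-1*, and 868 up and 3646 down in wild type labelled 25 °C. With upper-quartile scaling, 639 genes rose in *osm-5*. With DESeq2 in place of edgeR, 1761 rose in *osm-5*. With all 36 libraries in one fit, 1049 rose and 1074 fell in *eat-2*, 3321 rose and 2727 fell in *osm-5*, and 1073 rose and 1118 fell at 25 °C. The looser threshold of an adjusted p below 0.05 gave more genes by construction: 3779 down in *eat-2*, 2917 up and 2893 down in *osm-5*, 3076 up and 2873 down in *glp-1*, and 3252 up and 3117 down at 25 °C. The stricter threshold of at least a 2-fold change gave fewer: 342 up and 621 down in *eat-2*, 4119 up in *ife-2*, 320 up and 1086 down in *osm-5*, 869 up and 284 down in *glp-1*, and 249 up and 586 down at 25 °C.

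Replicate numbers were also fitted as a block. Replicates with the same number did not pair: a correlation above 0.1 between same-numbered libraries was found for 1 of 6 pairs in *eat-2*, 0 in *ife-2* and *osm-5*, and 3 each in *glp-1* and at 25 °C. With the replicate block, 445 genes rose and 979 fell in *osm-5*, 1163 fell in *glp-1*, and 1412 rose at 25 °C. The enrichment of the *spg-7* RNAi list in *osm-5* was then 1.54 (adjusted p = 0.139), and the log2 fold change of *ckb-2* at 25 °C reversed, to 0.0029.

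The depletion of the *spg-7* RNAi list in *eat-2* was no longer past the threshold with total counts alone (0.697), no filter on low counts (0.859), all 36 libraries in one fit (0.979) and all genes detected as the background (0.954). With at least a 2-fold change it reversed, to 1.14. Over these alternatives its adjusted p ran up to 1. That of the *atfs-1(et15)* genes in *eat-2* was lost with all 36 libraries in one fit (0.795), at least a 2-fold change (0.757) and all genes detected (0.863). In *osm-5* the enrichment of the *spg-7* RNAi list was lost with all 36 libraries in one fit (1.16) and with an adjusted p below 0.05 (1.17). That of the *atfs-1(et15)* genes in *osm-5* passed the threshold with DESeq2 (1.42), total counts alone (1.74), no filter (1.65), all 36 libraries in one fit (1.24) and all genes detected (1.88). At 25 °C the enrichment of the *spg-7* RNAi list passed the threshold with total counts alone (1.56), no filter (1.58), all 36 libraries in one fit (1.53) and all genes detected (1.79), and reversed with an adjusted p below 0.05 (0.923).

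The score difference in *osm-5* was 0.0369 with a prior count of 0.5 (exact permutation p = 0.0390, from 0.0108 to 0.994 over its alternatives, those that leave out a library included) and reversed, to -0.00725, without subtraction of all genes. With wild type labelled 20 °C as the control of *glp-1* the difference was 0.0849. With an estimated correlation, none of the set tests in the mutant comparisons passed the threshold. Their adjusted p was 0.217 for the *spg-7* RNAi list in *eat-2*, *ife-2* and *glp-1* and for the *atfs-1(et15)* genes in *ife-2*. For the *atfs-1(et15)* genes it was 0.515 in *eat-2* and 0.421 in *glp-1*. At 25 °C in wild type the *spg-7* RNAi list was lower with an estimated correlation (camera p = 0.0259, not adjusted). The direction of the *atfs-1(et15)* genes in *osm-5* reversed with fry (adjusted p = 0.715).

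With a background matched on mean expression, the enrichment of the Cyto-UPR list was no longer past the threshold in *ife-2* (1.04) and *glp-1* (1.11), nor that of the antioxidant list in *glp-1* (1.73), and that of the HIF-1 list in *ife-2* reversed, to 0.995. With total counts alone, medians of stage lists reversed: in *osm-5* the germ line list, to -0.22, and the sperm list, to -0.15; in *glp-1* the oocyte list, to 0.049, and the yolk list, to 0.062; at 25 °C the germ line list, to -0.16, and the molting list, to -0.038. The yolk list in *osm-5* moved to 1.07 and into the outer 1% of random lists. With DESeq2's size factors the oocyte list in *osm-5* reversed, to 0.0079. Named genes that reversed with total counts alone were *hsp-4* (-0.084) and *sod-3* (-0.093) at 25 °C, *ckb-2* (0.16), *hsp-4* (0.11) and *trx-2* (0.10) in *glp-1*, *gcs-1* (-0.16) in *ife-2*, and *ckb-2* (-0.29) and *hsp-60* (-0.084) in *osm-5*.

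Across the fits that each left out one library, the enrichment of the *spg-7* RNAi list ran from 1.12 to 1.56 in *osm-5* (1.12 without *osm-5* replicate 3), from 0.547 to 0.784 in *eat-2* (0.784 without *eat-2* replicate 1) and from 0.993 to 1.21 at 25 °C (0.993 without wild type labelled 25 °C replicate 5). That of the *atfs-1(et15)* genes in *osm-5* ran from 1.03 to 1.36. Genes up-regulated in *osm-5* ran from 731 (without wild type labelled 20 °C replicate 3) to 3548 (without *osm-5* replicate 3), and down-regulated genes from 1458 to 3911 (without *osm-5* replicate 3). The score difference in *osm-5* ran from 0.0251 to 0.0418 and passed the threshold without *osm-5* replicate 5, wild type replicate 2 or wild type replicate 4. Log2 fold changes of some genes crossed 0. Those of *ckb-2* ran from -0.18 to 0.12 at 25 °C, from -0.19 to 0.11 in *eat-2*, from -0.27 to 0.033 in *glp-1* and from -0.068 to 0.24 in *osm-5*, with the extremes of the first 2 without wild type replicates 1 and 5. Those of *sod-3* ran from -0.014 to 0.20 at 25 °C and from -0.26 to 0.039 in *eat-2*. In *glp-1*, *hsp-6* ran from -0.00068 (without *glp-1* replicate 3) to 0.088 and *atfs-1* from -0.029 (without wild type replicate 2) to 0.11. In *osm-5*, *gcs-1* ran from -0.049 to 0.056 and *hsp-4* from -0.14 to 0.015, each reversed without *osm-5* replicate 3, and *gcs-1* also without wild type labelled 20 °C replicate 1. *trx-2* in *osm-5* was not called at 1.73, ran from -0.21 to 1.93, and was called in the other direction at -0.21 without *osm-5* replicate 3 (adjusted p = 0.000870, up to 0.170 over these fits).

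Without *osm-5* replicate 3, chosen after seeing the data, the enrichment of the antioxidant list in *osm-5* was no longer past the threshold (1.36), and that of innate immunity (0.985), Cyto-UPR (1.02) and ER-UPR (1.69) reversed. The HIF-1 list passed it as a depletion (0.374). The median of the oocyte list reversed, to 0.087, and that of the yolk list, at 1.40, entered the outer 1% of random lists. The enrichment of the 186 genes shared by the *spg-7* RNAi and *atfs-1(et15)* lists reversed, to 0.831. The enrichment of the *spg-7* RNAi list in *osm-5*, with an equal number of genes (1162) taken by p, was no longer past the threshold without *osm-5* replicate 3 (1.18) and was 1.52 to 1.73 without each of the other libraries. With all 12 libraries and 3548 genes taken by p it was also no longer past the threshold (1.13).

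Depth limits the transcript of *eat-2*, with at most 34 counts in a library labelled *eat-2*, and *sod-5*, which had too few counts to be tested outside *glp-1*.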

Differences from the paper's values

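No test in this part was chosen only after the result was seen. The paper's counts are from Fig 5, read by eye, and its enrichments are from its text. Some values lay within 1.5 times the paper's. In the libraries labelled *ife-2*, 7340 genes rose (paper about 6700), with 221 of the *spg-7* RNAi list (about 210) and an enrichment of 1.45 (1.5). Those libraries nearly lacked germ line transcripts. In *glp-1* the enrichment was 2.21 (2.0), from 90 list genes (about 130). In *eat-2*, 3057 genes rose (about 4400). The counts below differed by more. The number of up-regulated genes in the libraries labelled *osm-5* was 1162, against the paper's number of about 5000 in *osm-5* mutants (Fig 5, read by eye). Of the alternatives set before the data were examined, only the fit without *osm-5* replicate 3, with 3548 genes, came within 1.5 times the paper's value, and the other 20 did not.

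The number of up-regulated genes in the libraries labelled *glp-1* was 1978, against the paper's number of about 3400 (Fig 5, read by eye). Of the alternatives set before the data were examined, 4 closed the gap: DESeq2 in place of edgeR (2497), total counts alone (3160), wild type labelled 20 °C as the control (2383) and an adjusted p below 0.05 (3076). None of the others did, including every fit that left out a library.

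The overlap of up-regulated genes with the *spg-7* RNAi list in *osm-5* was 41 genes, against the paper's number of about 100 (Fig 5, read by eye). It was within 1.5 times of that with all 36 libraries in one fit (79), with an adjusted p below 0.05 (70) and without *osm-5* replicate 3 (81), and under none of the other alternatives set before the data were examined.

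The overlap in *eat-2* was 38 genes, against the paper's number of about 61 (Fig 5, read by eye). DESeq2 in place of edgeR (48), an adjusted p below 0.05 (62) and the fit without *eat-2* replicate 4 (41) came within 1.5 times of it, and none of the other alternatives set before the data were examined did.

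The paper did not find a significant enrichment of the *spg-7* RNAi list in *osm-5*. The value for the libraries labelled *osm-5* was 1.73 (adjusted p = 0.000861). The threshold was not passed with all 36 libraries in one fit (1.16), with the replicate block (1.54), with an adjusted p below 0.05 (1.17) or in 8 of the 12 fits that left out one library. In *eat-2*, where the paper did not find a significant enrichment of this list either, it was depleted at 0.608. The depletion was not past the threshold with total counts alone (0.697), no filter on low counts (0.859), all 36 libraries in one fit (0.979), at least a 2-fold change (1.14), all genes detected (0.954) or without *eat-2* replicate 1 (0.784). An excess of falls of this list was also found in wild type labelled 25 °C against the same wild-type libraries, so it is not particular to the label *eat-2*. The paper reports that genes up-regulated in *atfs-1(et15)* are enriched in *eat-2* mutants. For the part of that list used here the value was 0.546, a depletion, and no alternative run gave an enrichment above 1, the highest being 0.863. That part is not the list that the paper uses, so the values are not on one scale. The paper describes *glp-1* mutants as lacking a germ line, whereas germ line transcripts were nearly absent from the libraries labelled *ife-2*, at a median log2 fold change of -8.37, and in those labelled *glp-1* the median was -0.33. Whether the paper's description holds at both temperatures that the labels give for the libraries labelled *glp-1* was not examined.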

Other observations

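The comparisons of the libraries labelled *eat-2* with wild type labelled 25 °C, the stress and stage lists in *osm-5* without replicate 3, the count of other stress lists enriched in *ife-2* and the values for the X chromosome come from tests chosen only after the result was seen.

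Between the libraries labelled *eat-2* and wild type labelled 25 °C, 47 of 16298 genes were differentially expressed, 15 higher and 32 lower in the libraries labelled *eat-2*. This was the fewest of the 15 pairs of groups, of which the next had 1152 and the pair of wild type labelled 20 °C and *ife-2* had the most, 14150. Low power in these libraries is argued against by the 5185 genes called between the same libraries labelled *eat-2* and wild type labelled 20 °C. Log2 fold changes of both groups against wild type labelled 20 °C had a Pearson correlation of 0.851 and a Spearman correlation of 0.823 across 16814 genes, which are not independent replicates, and 84.1% of the genes had the same sign. In 100 simulations of unchanged groups that share their wild type, the Pearson correlation was at most 0.554, with a mean of 0.502. The same sign was found for at most 67.5%. Chance variation of the shared wild-type libraries is therefore argued against as the whole cause. The simulations cannot exclude a real difference of wild type labelled 20 °C from both groups, since they contain none. With only 47 genes called between the groups, the high correlation is not separate evidence. Of the genes tested, *ife-2* ranked 1 by p (log2 fold change -3.29, standard error 0.0996, adjusted p = 5.04e-10), ahead of *haf-6* (-2.49, adjusted p = 5.71e-08), both picked after their values were seen. A candidate explanation is that these 12 libraries are an *ife-2* mutant and its wild type under other labels. An effect of the *eat-2* genotype that resembles one of temperature stays open and was not tested.

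The *spg-7* RNAi list was enriched among the genes up-regulated in the libraries labelled *ife-2*, and so were 6 of the 7 other stress lists of Table S3. A loss of germ line transcripts raises the share of every transcript made outside the germ line, and may explain part of this enrichment. The exception among the 7 was the HIF-1 list, at 1.06 (adjusted p = 0.903). The enrichments in *ife-2* were 1.71 for DAF-16, 1.52 for innate immunity, 1.52 for antioxidant, 1.28 for ER-UPR, 1.21 for SKN-1 and 1.12 for Cyto-UPR. Induction by ATFS-1 itself was not tested apart from this.

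The same lists were enriched or depleted in the other labels, by two-sided Fisher's exact tests adjusted over 28 tests. These values are for up-regulated genes only and do not show that a list rose as a whole. Cyto-UPR in *glp-1* had 226 genes up and 299 down, and SKN-1 in *osm-5* had 82 up and 201 down. Other lists had more rises than falls, such as DAF-16 in *glp-1*, with 364 up and 44 down, and SKN-1 in *eat-2*, with 329 and 120. In *glp-1* the enrichments were 2.57 for DAF-16 (adjusted p = 9.98e-72), 2.00 for HIF-1 (adjusted p = 0.0209), 1.79 for antioxidant (adjusted p = 0.0326), 1.78 for innate immunity, 1.75 for ER-UPR, 1.18 for Cyto-UPR (adjusted p = 0.0103) and 0.648 for SKN-1 (adjusted p = 2.75e-05). In *osm-5* they were 2.28 for antioxidant (adjusted p = 0.0120), 1.71 for DAF-16 (adjusted p = 7.00e-10), 1.68 for innate immunity (adjusted p = 0.00524), 1.17 for SKN-1, 0.982 for Cyto-UPR, 0.939 for ER-UPR and 0.857 for HIF-1. Without *osm-5* replicate 3, a test chosen after seeing the data, all 1162 genes up-regulated with it were still called, among 3548, and the enrichments were 1.36 for antioxidant (adjusted p = 0.178), 1.12 for DAF-16 (adjusted p = 0.0431), 0.985 for innate immunity (adjusted p = 0.976), 1.04 for SKN-1, 1.02 for Cyto-UPR, 1.69 for ER-UPR (adjusted p = 6.34e-05) and 0.374 for HIF-1 (adjusted p = 0.0338). In *eat-2* they were 1.79 for SKN-1 (adjusted p = 4.20e-29), 1.68 for ER-UPR (adjusted p = 0.000418), 1.48 for Cyto-UPR (adjusted p = 1.31e-19), 0.979 for HIF-1, 0.827 for DAF-16 (adjusted p = 0.00547), 0.640 for antioxidant (adjusted p = 0.253) and 0.432 for innate immunity (adjusted p = 3.46e-06).

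The stage lists were examined in the other labels as well. Median log2 fold changes in *eat-2* were -0.06 for the germ line, -0.64 for oocyte, 0.40 for sperm, -0.34 for yolk and 0.68 for molting genes. There, the oocyte, sperm and yolk lists lay in the outer 1% of random lists, and the molting list lay above all random lists. In *osm-5* the medians were 0.13 for the germ line, near 0.00 for oocyte, 0.15 for sperm, 1.33 for yolk and -3.17 for molting genes. Of the molting genes, 21 of 25 were down-regulated in *osm-5*. Of the germ line, oocyte, sperm and yolk lists, 0 lay in the outer 1% in *osm-5* and 3 in *eat-2*. The molting list in *osm-5*, not among these 4, lay below all random lists, and the yolk list entered the outer 1% without *osm-5* replicate 3 (median 1.40, chosen after seeing the data) and with total counts alone (1.07). A difference in germ line or reproductive stage therefore stays open in both. In *glp-1* the medians were -0.33 for the germ line, -0.12 for oocyte, -0.41 for sperm and -0.10 for yolk genes, and 0.42 for molting genes. The molting list lay above all random lists in *glp-1* as well, though none of its genes was called. There, 2 of the 4 lists lay in the outer 1%, those of the germ line and of sperm, so a difference in germ line or reproductive stage cannot be told apart from another effect of the genotype, since the lists moved by less than 0.42 and not all of them moved. At 25 °C in wild type the medians were 0.00 for the germ line, -0.32 for oocyte, 0.30 for sperm, 0.65 for yolk and 0.11 for molting genes. The oocyte, sperm and yolk lists lay in the outer 1% there, so a difference in germ line or reproductive stage stays open. In *ife-2* the molting list had a median of -0.48, at percentile 24.2 of the random lists.

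The genes called were compared with those of other groupings of the same libraries. In each of the 4 mutant comparisons, 1 of 100 splits of the 12 libraries into 6 and 6, drawn from 462, gave as many genes, and it was the real one.

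At 25 °C in wild type, 50 of 341 tested genes of the *spg-7* RNAi list were up-regulated where 44.2 were expected, an enrichment of 1.13 (p = 0.329, two-sided Fisher's exact test), and 88 were down-regulated. The score of the list fell by 0.17 (exact permutation p = 0.00216, the smallest that 6 libraries against 6 allow). *hsp-6* fell by 0.60 (adjusted p = 5.71e-07), *hsp-60* rose by 0.57 (adjusted p = 1.09e-06) and *atfs-1* fell by 0.55 (adjusted p = 0.000855). Of the 14 stress response genes tested, *gst-4*, *hsp-60* and T24B8.5 were up-regulated and *gcs-1*, *hsp-16.2*, *hsp-6* and *nhr-57* down-regulated. The largest falls were in C38D9.2 (log2 fold change -8.54) and F15D4.5 (-7.60), and the largest rises in *acdh-2* (3.70) and *irg-5* (3.49). *acdh-2* overlaps an annotated gene on the same strand. In the 4 comparisons that use wild type labelled 20 °C, counting that of wild type labelled 25 °C, 328 genes were up-regulated and 204 down-regulated in all. Because these comparisons share the same wild-type libraries, the counts cannot show a response common to the groups.

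A score per library, the mean log2 CPM of tested genes on the X chromosome minus that of tested genes on the autosomes, rose by 1.54 in the libraries labelled *ife-2* and by 0.35 in those labelled *glp-1*, and fell by 0.13 in those labelled *osm-5* (exact permutation p = 0.00216 each, adjusted p = 0.00361 over 5 comparisons). It rose by 0.06 in *eat-2* (exact permutation p = 0.0390) and by 0.04 at 25 °C (exact permutation p = 0.336). Genes on the X chromosome made up 24.0% of the up-regulated genes in *ife-2* where they were 14.1% of those tested, and 30.4% in *glp-1* where they were 14.3%.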
